# Thyroid hormone receptor α controls larval intestinal epithelial cell death by regulating the CDK1 pathway

**DOI:** 10.1038/s42003-022-03061-0

**Published:** 2022-02-07

**Authors:** Yuta Tanizaki, Hongen Zhang, Yuki Shibata, Yun-Bo Shi

**Keywords:** Transcriptomics, Experimental organisms

## Abstract

Thyroid hormone (T3) regulates adult intestine development through T3 receptors (TRs). It is difficult to study TR function during postembryonic intestinal maturation in mammals due to maternal influence. We chose intestinal remodeling during *Xenopus tropicalis* metamorphosis as a model to study TR function in adult organ development. By using ChIP (chromatin immunoprecipitation)-Seq, we identified over 3000 TR-bound genes in the intestine of premetamorphic wild type or TRα (the major TR expressed during premetamorphosis)-knockout tadpoles. Surprisingly, cell cycle-related GO (gene ontology) terms and biological pathways were highly enriched among TR target genes even though the first major event during intestinal metamorphosis is larval epithelial cell death, and TRα knockout drastically reduced this enrichment. More importantly, treatment of tadpoles with cell cycle inhibitors blocked T3-induced intestinal remodeling, especially larval epithelial cell death, suggesting that TRα-dependent activation of cell cycle is important for T3-induced apoptosis during intestinal remodeling.

## Abstract (web summary)

Tanizaki et al use ChIP-Seq to identify over 3000 Thyroid hormone (T3) receptor (TR)-bound genes in the intestine of premetamorphic wild type Xenopus tropicalis tadpoles and in TRα-knockouts. They show that treatment of tadpoles with cell cycle inhibitors blocked T3-induced intestinal remodeling, suggesting that TRα-dependent activation of the cell cycle is important for T3-induced apoptosis during intestinal remodelling.

## Introduction

Thyroid hormone (T3) binds to T3 receptor (TR) and regulates developmental changes in many organs such as intestine and brain. In fact, hypothyroidism has been known to cause severe developmental defects in humans, including cretinism. TR has two subtypes, TRα and TRβ, in all vertebrates. The heterodimer formed between retinoid X receptor (RXR) and TR binds to T3 response elements (TREs) and recruits co-repressor complexes containing N-CoR or SMRT to suppress target gene expression in the absence of T3. After binding T3, TR-RXR heterodimer recruits co-activator complexes such as those containing P300 and SRC, and activates target gene expression^1^. T3 level peaks during mammalian postembryonic development, a period around birth when organ structure is changed from the fetal form to the adult form^2–4^. It is, however, difficult to study T3 function in this period in vivo by using mammalian models due to the maternal influence and difficult manipulation.

We have dedicated to study T3 function during vertebrate development by using the *Xenopus* model. *Xenopus* metamorphosis resembles postembryonic development in mammals and is totally dependent on T3. It is easy to manipulate amphibian metamorphosis and anurans like *Xenopus tropicalis* develop externally in a biphasic process that is independent of maternal influence. We have been studying intestinal remodeling to understand how T3 induces larval tissue degeneration and adult tissue development during metamorphosis. During intestinal metamorphosis, the larval epithelial cells undergo apoptosis while adult epithelial stem cells are formed de novo, followed by their proliferation and differentiation to form a complex, multiply folded adult epithelium^5–8^. In addition to epithelial transformation, the connective tissue and muscles also remodel extensively, accompanied by shortening of the intestine^5,9^. More recently, we and others have used genome-editing tools such as TALEN and CRISPR/Cas enzymes^10^ to study the role of endogenous TR genes during metamorphosis^11–18^. These studies revealed an important role of endogenous TRs during intestinal remodeling.

Toward understanding the downstream pathways important for intestinal remodeling during metamorphosis, it is critical to identify TR target genes in the intestine. With the availability of an assemble *Xenopus tropicalis* genome and homozygous TRα knockout (TRα^−/−^) tadpoles, we have carried out ChIP-Seq analysis for TR binding in the intestine of premetamorphic wild-type and TRα^−/−^ tadpoles with or without 18 h T3 treatment. We observed that most of the TR-binding sites were bound by TR in the wild-type and TRα^−/−^ tadpoles independent of T3 treatment, suggesting that TR binds to the targets constitutively and that most of the targets are bound by TRβ in the TRα^−/−^ tadpoles. Bioinformatics analyses of TR bound genes and comparison with published RNA-Seq data^19^ revealed numerous T3-induced programs, including cell cycle/proliferation pathways. Furthermore, we observed that treatment of tadpoles with cell cycle inhibitors blocked T3-induced larval epithelial cell death and intestinal shortening. Our findings suggest that T3 induction of cell cycle pathway is an important early event in cell fate determination during intestinal remodeling.

## Results

### ChIP-Seq identification of candidate TR target genes during intestinal remodeling

We and others have recently shown that knocking out of either TRα or TRβ delays intestinal remodeling during natural and/or T3 induced metamorphosis^11,13–15,18^. RNA-Seq analysis of the intestine of premetamorphic wild-type and TRα^−/−^ tadpoles treated with or without T3 for 18 h revealed that most of the T3 regulated genes were dependent on TRα, suggesting that TRα plays a dominant role early during T3-induced intestinal remodeling^19^. As these T3-regulated genes can be either directly or indirectly regulated by T3, we decided to carry out ChIP-Seq analysis to identify direct TR target genes. This is because such genes are more likely to play critical roles in the earliest stages of cell fate determination during intestinal remodeling, a process involving both specific apoptotic degeneration of the larval epithelium and de novo formation of adult stem cells through dedifferentiation of some larval epithelial cells^8^. To determine if such TR target genes are TRα-specific, we carried out ChIP-Seq analysis, by using a polyclonal antibody that recognizes both TRα and TRβ in *Xenopus tropicalis*^20^, on the intestine from both wild-type and TRα knockout tadpoles at stage 54 with or without 18 h of 10 nM T3 treatment as we previously used for RNA-Seq analysis^19^.

To ensure the success of the ChIP-Seq analysis with the polyclonal TR antibody (Supplementary Fig. 1a), we first validated the ChIP samples after purification of ChIP DNA, prior to sequencing, by analyzing TR binding to the well-known TRE in the TRβ gene. As expected, TR was bound to the TRE and T3 treatment led to increased binding in wild-type intestine. On the other hand, this binding was reduced in TRα^−/−^ intestine. Furthermore, when we analyzed TRβ gene exon 5, which has no known TR-binding site, we observed no TR binding in any samples (Supplementary Fig. 1b), demonstrating the success of the ChIP with the TR antibody. 

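Intestines of wild-type and TRα−/− tadpoles at stage 54, kept without T3 or in 10 nM T3 for 18 h, gave 1 ChIP DNA sample per genotype and treatment. In ChIP, an antibody pulls fragments of chromatin out of a lysate together with the protein it recognizes, here both TRα and TRβ. Each of the 4 ChIP DNA samples was sequenced as 3 technical replicates, which made 12 libraries. The spread between replicates therefore shows the error of making and sequencing libraries, and not the difference between animals or between ChIP samples. For each library, the authors deposited the peaks that MACS2 called in that library by itself, without an input or IgG library, at a q-value under 0.05. A peak is a stretch where sequenced fragments pile up above the local background. The lists give positions on the Xenbase v9.1 assembly, on 10 chromosomes, and the annotated features nearest to each peak. The pileup, fold enrichment, p-value and q-value of each peak are the authors' own and were used here to describe, rank or filter peaks inside a library's own list. The pileup and fold enrichment also gave a background level for each library, which was compared between libraries. The lists hold no read totals, so the depth of each library is unknown. The background level that MACS2 assumed, worked back from the pileup and fold enrichment, rises with depth. It also rises with the fragment size that MACS2 predicted, for which the paper gives a range, so it is a rough index of depth. The background level ranged from 0.0898 fragments per base in wild-type control replicate 1 to 0.664 in wild-type T3 replicate 3. The lowest pileup of a called peak was between 2 and 4 fragments in each library. None of the lists names thra, the gene of TRα, so peaks at the disrupted gene could not be used to check the genotypes.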

We next carried out sequencing on three technical replicates of these ChIP DNA samples on Illumina HiSeq2500 (100 bp read length). The raw paired-end sequencing reads from each sample were aligned to Ensemble genome assembly and xenbase v9.0 *Xenopus tropicalis* genome assembly (Ensembl; 19921, Xenbase; 34229) for genome-wide identification of binding sites (peaks) based on fragment pileup values at each nucleotide position. The ChIP-Seq FASTQ sequences were aligned to the *Xenbase* genome sequence to identify the pileup peaks and determine the peak heights. The peak information for different samples is shown in Supplementary Fig. 2. 

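The number of peaks was 47557 ± 14560 (SD, n = 3 libraries) in wild-type intestine without T3 and 40121 ± 4860 with T3. In TRα−/− intestine it was 41872 ± 2666 without T3 and 24783 ± 6835 with T3. The libraries with the fewest and the most peaks were TRα−/− T3 replicate 1, with 17414 peaks, and wild-type control replicate 3, with 63333. Peaks narrower than 500 bp made up between 68.7% of the list, in wild-type T3 replicate 2, and 88.2%, in TRα−/− control replicate 1. The median width ranged from 180 to 320 bp. Among peaks with a −log10 q of at least 5, the share narrower than 500 bp was between 37.7% and 46.6%. With T3, the mean number of peaks per library decreased by 7436 in wild-type intestine, less than the spread between its control libraries (exact permutation test, two-sided, p = 0.6). In TRα−/− intestine it decreased by 17089, with every T3 library under every control library (p = 0.1 from the same exact test, the smallest p that 3 libraries against 3 allow). Compared with wild-type libraries, the mean number of peaks of TRα−/− libraries decreased by 5685 without T3 (exact p = 0.7) and decreased by 15338 with T3 (exact p = 0.1). Over these 4 comparisons the Benjamini-Hochberg adjusted values of the exact tests were 0.7, 0.2, 0.7 and 0.2. The groups share replicate numbers, and the correlation of the deviations of same-numbered libraries from their group means was r = 0.402 over 18 same-numbered pairs, which are not independent. It differed between pairs of conditions: r was between 0.947 and 1 among wild-type control, wild-type T3 and TRα−/− T3 libraries, and −0.16, −0.448 and −0.47 between TRα−/− control libraries and these. Same-numbered libraries therefore did not deviate together in the comparisons with TRα−/− control libraries. With the replicate number as a block, the mean differences are the same by construction, and the p-values of the 4 comparisons in the same order were 0.5, 0.25, 0.75 and 0.25 (paired exact sign-flip permutation test, two-sided, which cannot go under 0.25 with 3 pairs).

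**Figure D1:**
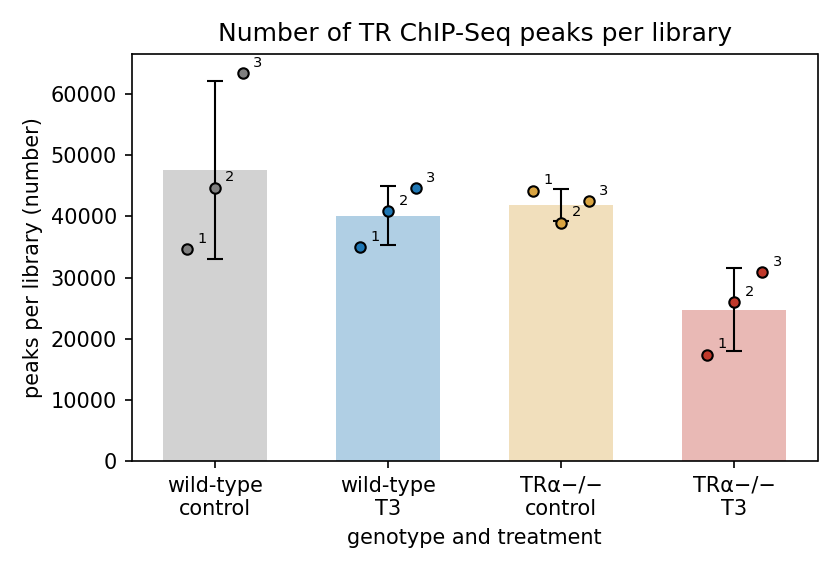
Number of peaks called in each library (vertical axis) by genotype and treatment (horizontal axis). Points are the 3 technical replicates with their numbers, bars are means and error bars are SD. The TRα−/− T3 libraries lie between 17414 and 30916 peaks, under the 9 other libraries.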

Most of peak widths were less than 500 bp and the number of peaks were more 20,000 (Supplementary Fig. 2) for each replicate of different samples.

As there would be expectedly some variations among the replicates that might produce false positive peaks, the peaks that were present in all three replicates would be much more likely to be true TR-binding sites. Thus, to focus on such peaks, we compared the peaks in the three replicates of each sample to identify peaks present in the same locations in all three replicates. This analysis yielded 11,469 and 17,930 peaks (Supplementary Fig. 2), corresponding to 3308 and 4319 TR-bound genes, for wild-type intestine without and with T3 treatment, respectively, or a total of 4605 TR bound genes (Fig. 1a, Supplementary Data 1–3), although most of peaks were detected in the intergenic region (Supplementary Data 4). 

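Peaks of the 3 replicates that overlapped by at least 1 bp were joined into regions, and regions holding a peak of all 3 replicates were kept. There were 8829 such regions in wild-type intestine without T3 (median width 838 bp) and 12774 with T3 (median width 813 bp). They took in 27.8%, 20.8% and 14.3% of the peaks of control replicates 1, 2 and 3, and 39.2%, 32.3% and 29.6% of the peaks of T3 replicates 1, 2 and 3. The extent of each of the 19768 genes that the lists name was read from the annotated features in the lists, and a gene was counted as TR-bound when a region overlapped its extent or the 5 kb on either side. This gave 3155 TR-bound genes without T3 and 4191 with T3, 4565 genes in all. Regions farther than 5 kb from every gene named in the lists made up 46.5% of regions without T3 and 46.2% with T3. Counting gene bodies alone, 61.6% and 61.3% of regions lay outside genes. The alternative that changed these counts by the largest factor was a −log10 q of at least 5, which left 3394 regions and 1508 TR-bound genes without T3 and 6765 regions and 2551 genes with T3. The 5 regions with the best median rank over the 12 libraries had a peak in every library. They lay on chromosome 8 from 23529069 to 23530255 (median rank 1) and from 23523128 to 23524071 (median rank 4), on chromosome 5 from 35928546 to 35930453 (median rank 3), on chromosome 10 from 16969890 to 16970791 (median rank 4) and on chromosome 4 from 52501686 to 52502261 (median rank 6). None of them lay inside a named gene, and the nearest named gene was between 831 and 9426 bp away.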

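Of the genes bound without T3 in wild-type intestine, 2781 (88.1%) were also bound with T3, where 669 would be bound in both conditions if genes were bound independently (odds ratio 80.2). They were 66.4% of the genes bound with T3. Another 374 genes were bound without T3 alone and 1410 with T3 alone. An overlap above independence was likely beforehand. Gene length and background common to the libraries both raise it, and peaks were called without an input library. The odds ratio is therefore no evidence for constitutive binding by itself. From the large common set, the paper concludes that binding is constitutive at most genes.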

Among the TR-bound genes, 3022 genes were common, indicating most genes were bound by TR constitutively (Fig. 1a and Supplementary Data 3). These TR-bound genes for the wild-type intestine and similarly identified TR-bound genes for the TRα^−/−^ intestine (see below) were used for the rest of the analyses.

**Fig. 1:**
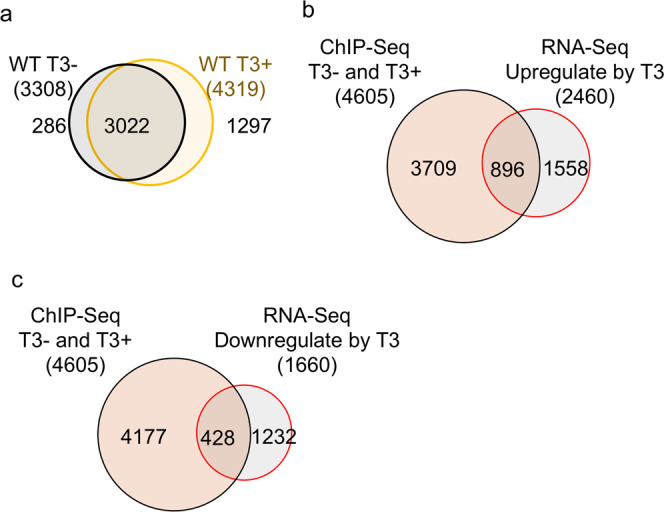
Most TR-bound genes found by ChIP-Seq are bound by TR constitutively in the wild-type intestine and many are upregulated by T3. **a** Venn diagram of the TR target genes identified by ChIP-Seq in wild-type intestine with or without T3 treatment. The 3308 and 4319 TR-bound genes were identified from the 11,469 and 17,930 ChIP-seq peaks present in all three replicates of the −T3 and +T3 samples, respectively, based on the presence of TR-binding peak(s) in the coding region (including the introns) and/or 5 kb upstream or downstream of the cording region. Those peaks that could not be assigned to any known genes are indicated as “NA or Not Annotated” in Supplementary Data 1. Note that most genes were bound by TR constitutively. **b** Venn diagram showing overlap between the TR-bound genes identified by ChIP-Seq and T3-upregulated genes in the intestine based on previous RNA-seq study except using Xenbase for gene annotation and a cutoff of 1.5 fold regulation (cut-off threshold, FDR < 0.05)^19^.﻿ Of the 4605 TR-bound genes identified by ChIP-Seq, 19% were shown as the T3-upregulated genes. Conversely, 36% of the T3-upreguated genes were found to be TR-bound. **c** Venn diagram showing overlap between the TR-bound genes identified by ChIP-Seq and T3-downregulated genes in the intestine based on previous RNA-seq study except using Xenbase for gene annotation and a cutoff of 1.5 fold regulation (cut-off threshold, FDR < 0.05)^19^. Of the 4605 TR-bound genes identified by ChIP-Seq, 9% were shown as the T3-downregulated genes. Conversely, 26% of the T3-downreguated genes were found to be TR-bound.

It is well known that the consensus TRE is the one made of two direct repeats of AGGTCA separated by 4 base-pairs (the idealized DR4 TRE). Consistently, we found more than 10,000 DR4 type of TREs in the regions bound by TR based on Gagne R et al.^21^. Importantly, when HOMER software was used to search for motifs in the sequences of all peaks from ChIP-Seq in the intestine of wild-type animals with or without T3 treatment, we found that binding sites for TRα and TRβ (i.e., THRa and THRb in Supplementary Fig. 3), and DR4 TRE sequences (i.e., LXRE Supplementary Fig. 3) were highly enriched among the TR-binding peaks, revealing a the consensus TRE sequence of GGTCA and (A/G)GGTCA separated by 4 bases, basically identical to the idealized DR4 TRE. 

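The TRβ gene (thrb, gene ID 734147) extends on the plus strand of chromosome 6 from 77217559 to 77470681. In it, 3 regions had a peak in all 3 libraries of some condition. A region at the gene's start, from 77217418 to 77217880, overlapped an annotated exon and had a peak in 8 of the 12 libraries, among them all 3 wild-type control libraries. A region inside the gene, from 77303571 to 77304427 and centred 86440 bp downstream of the gene's start, had a peak in 11 of the 12 libraries. The library without it was TRα−/− T3 replicate 1. The region from 77251220 to 77251578 had a peak in all 3 wild-type T3 libraries, of ranks 2549, 5715 and 2134 by −log10 p, and in none of the 9 other libraries. TH/bZip (thibz, gene ID 100485028) extends on the plus strand of chromosome 3 from 129214158 to 129218352. A single region near it had a peak in all 3 libraries of a condition, from 129209222 to 129209759, 4399 bp upstream of the gene and outside its annotated exons. It was found in all 6 wild-type libraries and in all 3 TRα−/− T3 libraries, and in none of the 3 TRα−/− control libraries. Its ranks were 403, 830 and 615 in wild-type control replicates 1, 2 and 3, and 519, 509 and 345 in wild-type T3 replicates. In the TRα−/− T3 libraries its ranks were 606, 1136 and 574. The region is outside the gene body, so that thibz counted as TR-bound only with the 5 kb on either side of the gene included.

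**Figure D2:**
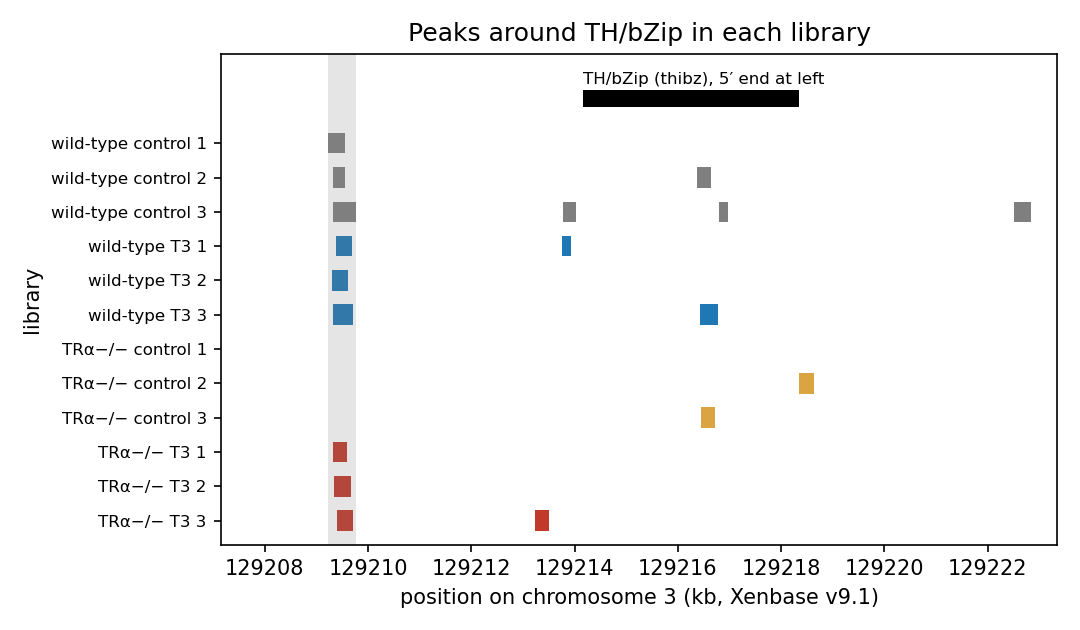
Peaks around TH/bZip on chromosome 3 of Xenbase v9.1 (horizontal axis, kb) in each of the 12 libraries (vertical axis), with the gene as a black bar. The grey band marks the region from 129209222 to 129209759, which has a peak in 9 libraries and none in the 3 TRα−/− control libraries.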

Among them included previously reported TREs in *Xenopus* T3-regulated genes such as TRβ and TH/bZip genes^20^ (Supplementary Fig. 4). In addition, we carried out independent ChIP-PCR assay to confirm TR binding to the TR-binding genes identified by ChIP-Seq analysis (see muc3a and atp6v1b2 as two examples in Supplementary Fig. 5).

To determine if the TR-bound genes were regulated by T3, we compared the TR-bound genes with genes upregulated in the wild-type intestine after 18 h T3 treatment as identified by RNA-Seq analysis^19^. We found that 19% of the TR-bound genes were upregulated by T3 while 36% of T3 upregulated genes were bound by TR (Fig. 1b). Supplementary Fig. 4 shows two examples of such upregulated genes, TRβ and TH/bZip, whose visualized ChIP-Seq and RNA-Seq mapping data suggest that increased RNA expression depends on TR-binding. In addition, 9% of the TR-bound genes were downregulated by T3 while 26% of T3 downregulated genes were bound by TR (Fig. 1c). Such percentages of overlaps between T3-upregulated genes identified by RNA-Seq and TR-bound genes identified by ChIP-Seq are highly significant, especially considering at least factors that reduce such overlaps. First, the short time of the T3 treatment and only a single time point used in RNA-Seq analysis would miss many genes regulated by T3 at different time points; second, some T3-regulated genes from RNA-Seq analyses are likely regulated by T3 indirectly and thus do not have TREs.

### Gene networks directly regulated by TR in wild-type intestine

To determine the biological processes and signaling pathways directly regulated by TR, we carried out bioinformatics analyses on the 4605 genes bound by TR in the wild-type intestine. GO analysis revealed that, not surprisingly, development-related GO terms were highly enriched among the genes bound by TR (Supplementary Data 5). In addition, many apoptosis-related GO terms were also found to be enriched among the TR-bound genes (Supplementary Data 5), in agreement with the fact that the first major change to take place during intestinal metamorphosis is the degeneration of larval epithelium via programmed cell death, which takes place before massive proliferation of adult epithelial stem cells^5,22^. Interesting, we found that many cell cycle/proliferation-related GO terms were highly enriched among the TR-bound genes (Fig. 2a and Supplementary Data 5). This finding raises a surprising possibility that cell cycle activation may be an important early stem for larval epithelial cell death during intestinal metamorphosis. 

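The deposited lists hold no GO terms, so a list of 122 gene symbols of the cell cycle map in Fig. 6b was tested instead. The lists name 80.3% of these symbols, as 99 genes, since a gene is named only when it is near a peak. In wild-type intestine with or without T3, 19 of the 99 genes (19.2%) were TR-bound, against 3052 of the 13738 other genes with a symbol of their own (22.2%), an odds ratio of 0.832 (Fisher's exact test, two-sided, p = 0.544). The Benjamini-Hochberg adjusted value over the 4 tests of the cell cycle and hedgehog lists in both genotypes was 1. Long genes have more room for a peak, and the median extent was 13828 bp for the cell cycle genes and 17758 bp for the others. Among 10000 random lists with the same number of genes and similar gene extents, the number of TR-bound genes lay at percentile 44. Extents were read from the peak lists and may be too short where no full gene feature was listed. The match therefore does not rule out an effect of gene length. With gene bodies alone the odds ratio was 0.434 (Fisher's exact test, p = 0.0319, and 0.128 after adjustment, with adjusted values from 0.128 to 1 over the alternatives).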

Consistent with this, the pathway analysis showed that among the TR-bound genes, cell cycle/proliferation pathways were enriched along with signaling pathways known to be important for apoptosis and for stem cells, such as Sonic hedgehog, Notch, and WNT/β-catenin pathways^23^, (Fig. 2b and Supplementary Data 6). 

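In wild-type intestine with or without T3, 9 of the 40 genes of the hedgehog signaling map that the lists name (22.5%) were TR-bound, and 22.2% of the 13797 other genes with a symbol of their own, an odds ratio of 1.02 (Fisher's exact test, two-sided, p = 1). Only 76.9% of the map's 52 symbols are named in the lists, under the 80% set for such checks, so the comparison with lists of matched gene length, which was run, is void. The hedgehog genes are long, with a median extent of 36143.5 bp against 17704 bp for the others, and Fisher's exact test takes no account of length. A rule asking for a peak in at least 2 of 3 replicates gave an odds ratio of 2.06 (Fisher's exact test, p = 0.0318, and 0.127 after adjustment over the same tests, with adjusted values from 0.127 to 1 over the alternatives). HHIP (hhip), on chromosome 1 from 49489583 to 49571318, had a region 292 bp upstream of the gene, from 49487033 to 49489291, with a peak in all 3 T3 libraries and in 2 of the 3 control libraries. Indian hedgehog (ihh), on chromosome 9 from 77641296 to 77685393, was TR-bound both without and with T3. SHH (shh), on chromosome 6 from 9240673 to 9261827, had a peak in the gene or within 5 kb in 2 of the 3 control and all 3 T3 libraries, but no region with a peak of all 3 replicates of a condition. The same held for CDON (cdon), with a peak in all 6 wild-type libraries, where peaks of T3 replicates 1 and 3 overlapped. It also held for PTCH1 (ptch1), with a peak in all 3 control libraries and 1 of the 3 T3 libraries. The strongest peak of shh in any library had rank 16891. Of the 12 genes named in the lists that belong to the coloured boxes of Fig. 3, hhip, ihh, prkacb and cul3 were TR-bound in wild-type intestine.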

For example, the hedgehog signaling, as visualized along with T3-regulated expression data obtained from RNA-Seq^19^, had many genes in the early phase of the signaling process, including SHH, CDON, HIP and PTCH1, bound constitutively by TR and upregulated by T3 (Fig. 3). Thus, the stem cell-related signaling processes are likely induced early by TR to facilitate the dedifferentiation of some larval epithelial cells to become adult stem cells^5–8^. The cell cycle program may be regulated early by TR to facility larval epithelial cell death since it is the first major event to take place, although it is also possible to be involved in cell proliferation following the formation of the stem cells.

**Fig. 2:**
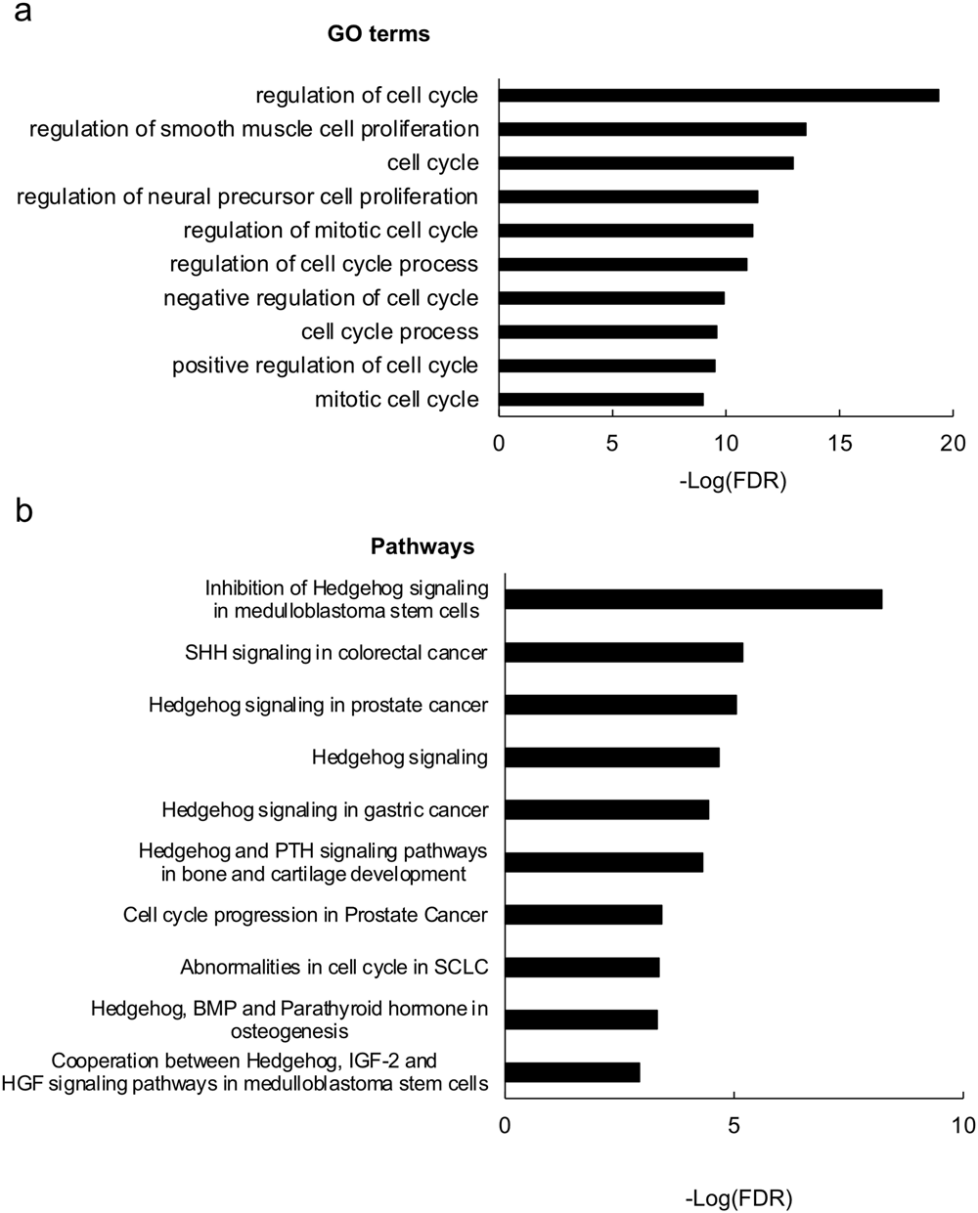
GO terms and biological pathways related to cell cycle or hedgehog signaling that are enriched among TR-bound genes in intestine. **a** Top 10 enriched GO terms related to cell cycle. The GO terms that were enriched among genes bound by TR in the wild-type intestine were ranked based on FDR as shown in Supplementary Data 5. The most significant GO terms related to cell cycle were plotted here (see Supplementary Data 18 for raw data). **b** Top 10 enriched pathways related to cell cycle or hedgehog signaling. The biological pathways that were enriched among genes bound by TR in the wild-type intestine were ranked based on FDR as shown in Supplementary Data 6. The most significant pathways related to cell cycle or hedgehog signaling were plotted here (see Supplementary Data 19 for raw data).

**Fig. 3:**
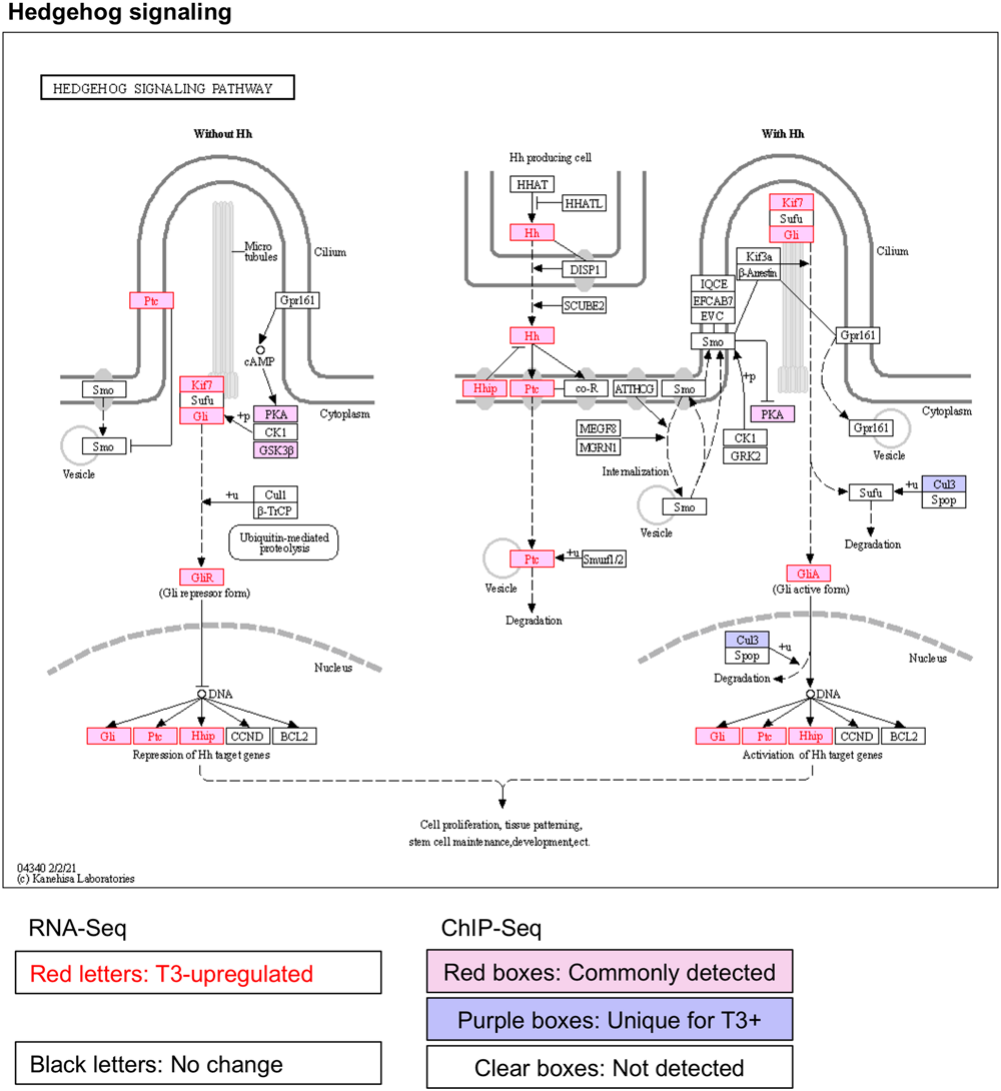
TR-binding and regulation of genes in the hedgehog signaling pathway in intestine based on ChIP-Seq and RNA-Seq data. The hedgehog signaling pathway was visualized with regard to genes regulated by T3 based on RNA-Seq and/or bound by TR based on ChIP-Seq. The arrows show functional interaction: green for activation; red for inhibition. Letters in red indicate upregulated genes in wild-type intestine after T3 treatment. Letters in black indicate genes with no change in wild-type intestine after T3 treatment. Red boxes indicate ChIP-Seq detected genes both with and without T3 treatment, and purple boxes indicate genes identified by ChIP-Seq only in wild type with T3 treatment. Note that many genes including Sonic hedgehog (Hh) were upregulated by T3 and also bound by TR. No downregulated genes were found by RNA-Seq in this pathway.

### TRα knockout reduces the number of genes bound by TR in the intestine

TRβ expression is low in premetamorphic intestine but is strongly upregulated at the climax of metamorphosis^20^. In contrast, TRα mRNA level is high in premetamorphic intestine and changes little during intestinal metamorphosis. Thus, we reasoned that TRα might play a dominant role in premetamorphic tadpole intestine. 

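In TRα−/− intestine, 7232 regions had a peak in all 3 replicates without T3 (median width 812 bp) and 5989 with T3 (median width 798 bp). They took in 17.6%, 19.4% and 17.7% of the peaks of control replicates 1, 2 and 3, and 37%, 24.1% and 20.1% of those of T3 replicates 1, 2 and 3. Genes overlapped by such a region within their extent or the 5 kb on either side numbered 2665 without T3 and 2272 with T3, 3082 genes in all. A −log10 q of at least 5 left 1187 and 1169 genes. With the same number of strongest peaks from every library, as many as the smallest library has, the count without T3 was 2032 and that with T3 was 2092.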

To investigate this possibility, we carried out ChIP-Seq analysis on the intestine from premetamorphic TRα^−/−^ tadpoles treated with or without T3 as above and identified 2892 and 2469 genes bound by TRβ in the TRα knockout intestine (as TRβ was the only TR expressed in TRα knockout animals) in the absence or presence of T3, respectively (Supplementary Data 7–9). 

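Without T3, 1855 of the TR-bound genes of TRα−/− intestine (69.6%) were also bound with T3, and these were 81.6% of the genes bound with T3. Under independent binding 306 genes would be bound in both conditions (odds ratio 91.6, with the same limit as in wild-type intestine). Another 810 genes were bound without T3 alone and 417 with T3 alone. TH/bZip was among the genes bound with T3 alone, and TRβ, ihh and ccnd2 were among those bound without T3 alone. With replicate 1 left out, TRβ, ihh and ccnd2 were also bound with T3. TRα−/− T3 replicate 1 was the library with the fewest peaks, 17414.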

Venn diagram analyses revealed that most of genes bound by TRβ in TRα^−/−^ animals were independent of T3 treatment, i.e., common between TRα^−/−^ tadpoles treated with T3 and without T3 (Fig. 4a, Supplementary Data 9, 10), again indicative of constitutive binding by TR as observed for the wild-type animals. In total, there were 3327 genes bound by TRβ in the TRα^−/−^ intestine, of which only 7% were upregulated by 18 h T3 treatment in TRα^−/−^ intestine based on RNA-Seq analysis (Fig. 4b)^19^. Of the 852 T3-upreguated genes in intestine of TRα^−/−^ tadpoles, 27% were bound by TRβ in the TRα^−/−^ intestine. Thus, the common genes between TR-bound and T3-upregulated genes were lower in TRα^−/−^ intestine than those in wild-type intestine (Fig. 1b), suggesting that TRα play an important role in gene activation during the 18 h T3 treatment.

**Fig. 4:**
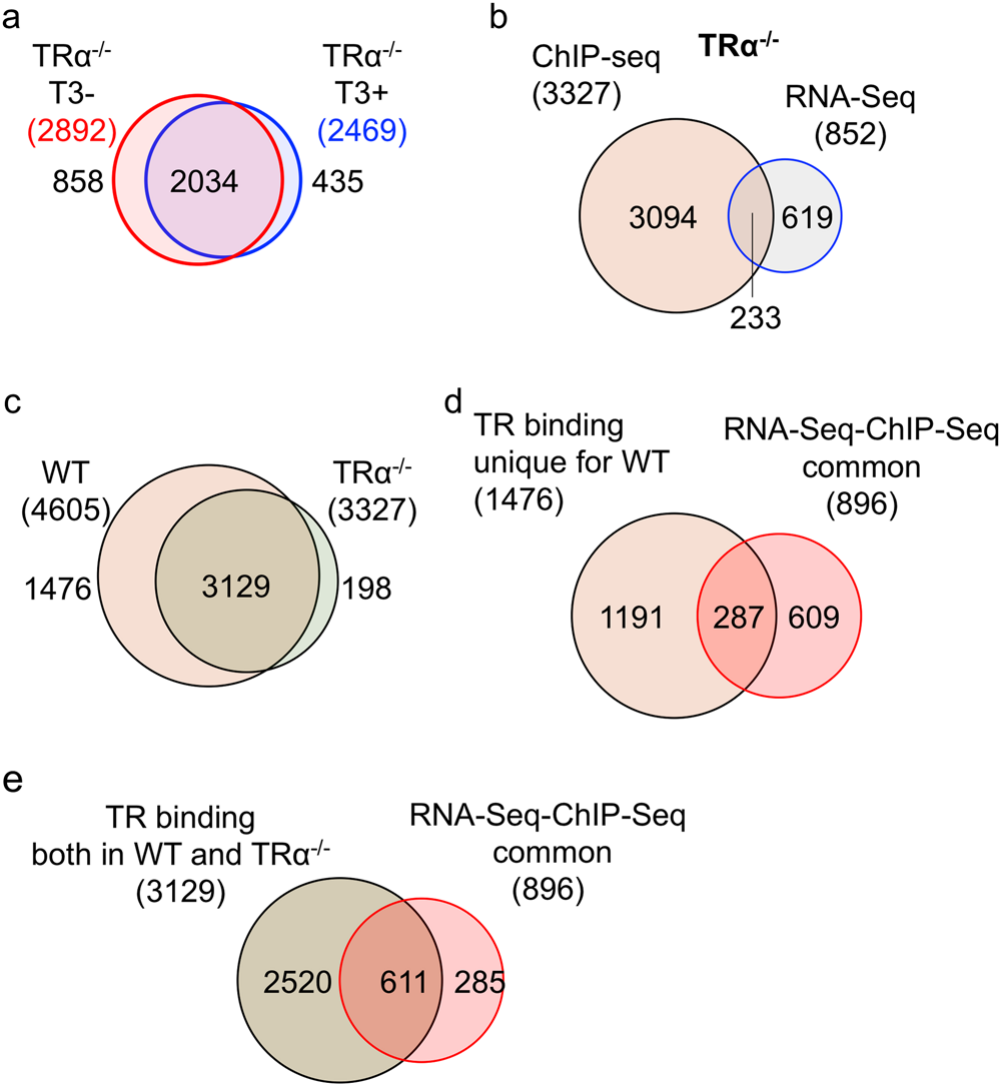
Most of TR-bound genes are common between wild-type and TRα^−/−^ intestine with or without T3 treatment. **a** Venn diagram of the TR target genes identified by ChIP-Seq in TRα^−/−^ intestine with or without T3 treatment. Note that like in the wild-type intestine (Fig. 1a), most genes were bound by TR constitutively. **b** Venn diagram showing overlap between the TR-bound genes identified by ChIP-Seq in TRα^−/−^ intestine and T3-upregulated genes in the intestine based on previous RNA-seq study^19^. Of the 3327 TR target genes identified by ChIP-Seq, 7% were shown as the T3-upregulated genes in TRα^−/−^ intestine. Conversely, 27% of the T3-upreguated genes in TRα^−/−^ intestine were found to be TR-bound. Both ratios were lower than those for the wild-type animals (Fig. 1b). **c** Venn diagram of comparison of genes detected by ChIP-Seq between wild-type (WT) and TRα^−/−^ intestine. Of the 4605 TR target genes in wild-type intestine, nearly 70% or 3129 genes were bound by TR in TRα^−/−^ intestine, presumably by TRβ, indicating that most of TR target genes in the intestine are commonly recognized by both TRα and TRβ. **d** Venn diagram comparison was made between 896 genes upregulated by T3 among all TR-bound detected in the wild-type intestine (Fig. 1b) and 1476 genes bound by TR only in the wild-type intestine (**c**). Of the 896 T3-upregulated genes that are bound by TR in wild-type intestine, 32% genes were genes bound by TR only in wild-type intestine, similar to the percentage of the genes bound by TR only in the wild-type intestine within all genes bound by TR in the wild-type intestine (1476 out of 4605). Similarly, of the genes bound by TR only in the wild-type intestine, 19% were upregulated by T3, just like the fraction of all TR-bound genes upregulated by T3 (Fig. 1b). **e** Venn diagram comparison was made between 896 genes upregulated by T3 among all TR-bound detected in the wild-type intestine (Fig. 1b) and 3129 genes bound by TR in both wild-type and TRα^−/−^ intestine (**c**). Of the 896 T3-upregulated genes that are bound by TR in wild-type intestine, 68% genes were genes bound by TR in both wild-type and TRα^−/−^ intestine, similar to the percentage of the genes bound by TR in both wild-type and TRα^−/−^ intestine within all genes bound by TR in the wild-type intestine (3129 out of 4605). Similarly, of the genes bound by TR in both wild-type and TRα^−/−^ intestine, 19% were upregulated by T3, again just like the fraction of all TR-bound genes upregulated by T3 (Fig. 1b). The results in D/E suggest that the genes bound by TR only in the wild-type intestine or both wild-type and TRα^−/−^ intestine respond to T3 similarly in the wild-type animals.

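The genes bound with or without T3 in both wild-type and TRα−/− intestine numbered 2873. They were 62.9% of the genes bound in wild-type intestine and 93.2% of those bound in TRα−/− intestine, and 712 would be bound in both under independent binding (odds ratio 122). In all 4 conditions 1684 genes were bound. Another 1692 genes were bound in wild-type intestine alone and 209 in TRα−/− intestine alone. Genes can differ because of the number of peaks called, so regions were also compared library by library. Without T3, 544 regions had a peak in all 3 wild-type libraries and none in the 3 TRα−/− libraries, and 94 the reverse. With T3 these numbers were 1498 and 21. With the same number of strongest peaks from each library they became 333 wild-type regions without T3 and 564 with T3. Over both treatments, 75 regions had a peak in all 6 wild-type and no TRα−/− library, and 1 region in all 6 TRα−/− and no wild-type library. A peak in each of the 12 libraries was found in 3944 regions. Gene length and background common to the libraries also raise the overlap of the gene sets above independence. The odds ratio thus does not show by itself that both receptors bind these genes. From the overlap of the gene sets, the paper proposes that the same target genes can be bound by TRα and by TRβ.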

When we compared the ChIP-Seq data between wild-type and TRα^−/−^ intestine, we found that of the 4605 TR target genes in wild-type intestine, nearly 70% or 3129 genes were bound by TR in TRα^−/−^ intestine, while 94% of 3327 genes bound by TR in TRα^−/−^ intestine were bound by TR in wild type (Fig. 4c, Supplementary Data 10), demonstrating high producibility of the our ChIP-Seq assay and suggesting that both TRα and TRβ can bind to the same target genes. Importantly, when we compared the 1476 genes bound by TR only wild type or 3129 genes bound by TR in both wild-type and TRα^−/−^ intestine with the 896 genes bound by TR and upregulated by T3 (Fig. 1b), we found that about 19% of the TR-bound genes in either case were upregulated by T3 (Fig. 4d, e), much higher than the 7% of the TR-bound genes in TRα^−/−^ intestine that were upregulated by T3 treatment of TRα knockout tadpoles. Furthermore, a heat map showing T3-induced fold change in gene expression in wild-type and TRα^−/−^ intestine revealed that much higher fractions of the TR-bound genes were upregulated or downregulated by T3 for the wild-type-specific or common TR-bound genes than TRα^−/−^-specific TR-bound genes (Fig. 5). In addition, among the genes regulated by T3, TRα knockout reduced T3-regulation, i.e., lower folds of upregulation or downregulation (Fig. 5). Thus, the genes bound by TR only in the wild-type intestine or in both wild-type and TRα^−/−^ intestine respond to T3 similarly in the wild-type animals. More importantly, the findings indicate that TRα^−/−^ is critical for the regulation of the genes by T3.

**Fig. 5:**
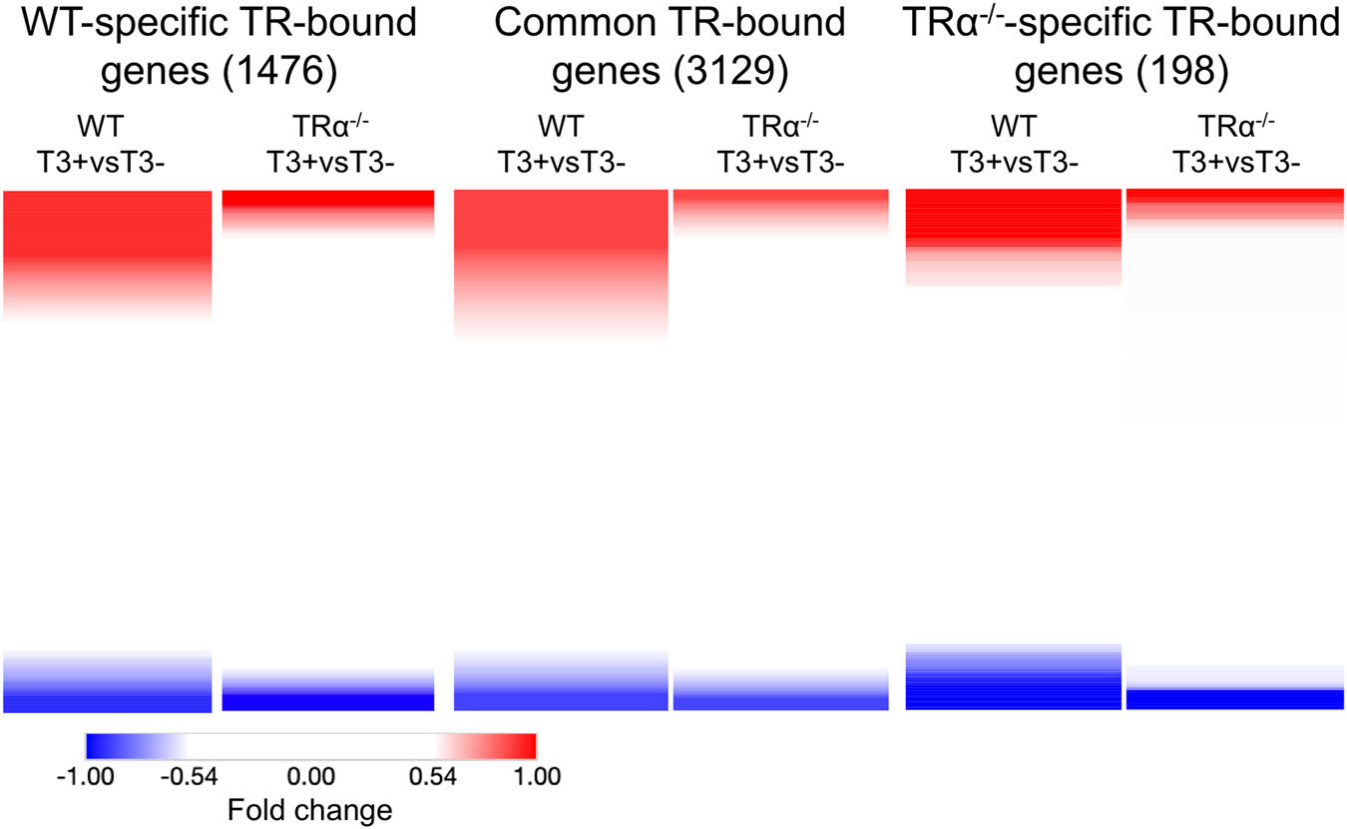
T3 regulation profile of ChIP-Seq detected genes. Heatmap showing the fold change of gene expression in wild-type or TRα^−/−^ intestine after 18 h T3 treatment as measured by RNA-Seq^19^, for TR-bound genes detected by ChIP-Seq in only the wild-type intestine (left), both wild-type and TRα^−/−^ intestine (middle) or only TRα^−/−^ intestine (right). Note that higher fractions of the TR-bound genes were upregulated (red) or downregulated (blue) by T3 were present in the wild-type-specific or common TR-bound genes than TRα^−/−^-specific TR-bound genes and that TRα knockout reduced T3-regulation, i.e., leading to lighter red or blue, for individual genes, suggesting that TRα^−/−^ is important for gene regulation during the treatment. Note that the blank region between the red and blue areas are genes whose expression has no or little change after T3 treatment of wild-type or TRα knockout animals. The color range shows fold changes in log2 scale.

### Identification of GO terms and pathways enriched in a TRα-dependent manner among TR-bound genes

By comparing the GO terms and pathways enriched among TR-bound genes in the wild-type intestine (Supplementary Data 5 and 6, respectively) and TRα^−/−^ intestine (Supplementary Data 11 and 12, respectively), we obtained GO terms (Supplementary Data 13) and pathways (Supplementary Data 14) that were enriched among TR-bound genes in wild-type intestine but not enriched among TR-bound genes in the TRα^−/−^ intestine. These GO terms and pathways are likely important for the observed effects on intestinal metamorphosis due TRα knockout. We found that many of these TRα-dependent GO terms and pathways were related to apoptosis. Their lack of enrichment may be responsible for the drastic inhibition of intestinal larval epithelial cell death within the first 3 days of T3-induced metamorphosis in TRα^−/−^ tadpoles^19^. In addition, there were also many TRα-dependent GO terms (Supplementary Data 13) and pathways (Supplementary Data 14) related to stem cells, which may explain the lack of adult intestinal epithelial cell proliferation within the first 3 days of T3-induced metamorphosis in TRα^−/−^ tadpoles^19^.

Importantly, as with all enriched GO terms or pathways in the wild-type intestine, we found many cell cycle/proliferation-related GO terms (Supplementary Data 13) or pathways (Fig. 6a and Supplementary Data 14) that were enriched in the wild-type intestine but not TRα knockout intestine. 

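In TRα−/− intestine, 12 of the 99 cell cycle genes named in the lists (12.1%) were TR-bound, against 2035 (14.8%) of the other genes with a symbol of their own, an odds ratio of 0.793 (Fisher's exact test, two-sided, p = 0.569). Among random lists matched on gene length, the number of bound genes lay at percentile 37.7. The odds ratio was under 1 in both genotypes, and the difference between genotypes was not tested. For the hedgehog map, 6 of 40 genes (15%) were TR-bound in TRα−/− intestine (odds ratio 1.02, Fisher's exact test, p = 1).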

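CDK1 (cdk1, gene ID 394503) extends on the plus strand of chromosome 7 from 8473587 to 8481983. A region upstream of it, from 8471426 to 8472542 and 1045 bp from the gene, had a peak in each of the 12 libraries, so that cdk1 was TR-bound with and without T3 in both genotypes. The rank of the strongest peak in this region was between 2267, in wild-type control replicate 2, and 27907, in wild-type control replicate 1. A region downstream of the gene, from 8483874 to 8484217, had a peak in 9 of the 12 libraries, among them all 3 T3 libraries of each genotype. With a −log10 q of at least 5, cdk1 was TR-bound in wild-type intestine with T3 and in TRα−/− intestine without T3, and not in the other conditions. With gene bodies alone it was not TR-bound in any condition. Cyclin A1 (ccna1), on chromosome 2 from 148990959 to 148997466, had a region 1723 bp upstream, from 148999189 to 149000142, with a peak in all 6 wild-type, 2 of the 3 TRα−/− control and all 3 TRα−/− T3 libraries. Cyclin A2 (ccna2) had a peak within the gene or 5 kb of it in 4 of the 12 libraries and was not TR-bound. The coloured boxes of the cell cycle map in Fig. 6b stand for 35 genes, of which the lists name 27. In wild-type intestine 9 of these were TR-bound (bub1b, ccna1, ccnd2, cdc27, cdk1, gadd45g, mcm3, myc and tgfb2), and in TRα−/− intestine 6 (bub1b, ccna1, ccnd2, cdc27, cdk1 and tgfb2). With a peak in at least 2 of 3 replicates the numbers were 14 and 8. A region upstream of bub1b, from 93990576 to 93991859 on chromosome 8, had a peak in each of the 12 libraries, with ranks between 361 and 1097.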

For example, many genes in the pathway “chromosome condensation in prometaphase”, including Cyclin A and CDK1, were bound by TR in the wild-type tadpole intestine but only two remained bound by TR in the TRα^−/−^ intestine (Fig. 6b). Furthermore, RNA-Seq analysis showed that most of the TR-bound genes in this pathway were upregulated after 18 h T3-treatment (Fig. 6b and Supplementary Data 15)^19^. There were also several genes in this pathway that were not bound by TR but upregulated by T3 treatment (Fig. 5B), most likely indirectly. On the other hand, only a single gene, not bound by TR and thus likely indirectly, was downregulated by the T3 treatment (Fig. 6b). These findings suggest that such cell cycle/proliferation pathways are activated early during T3-induced intestinal metamorphosis.

**Fig. 6:**
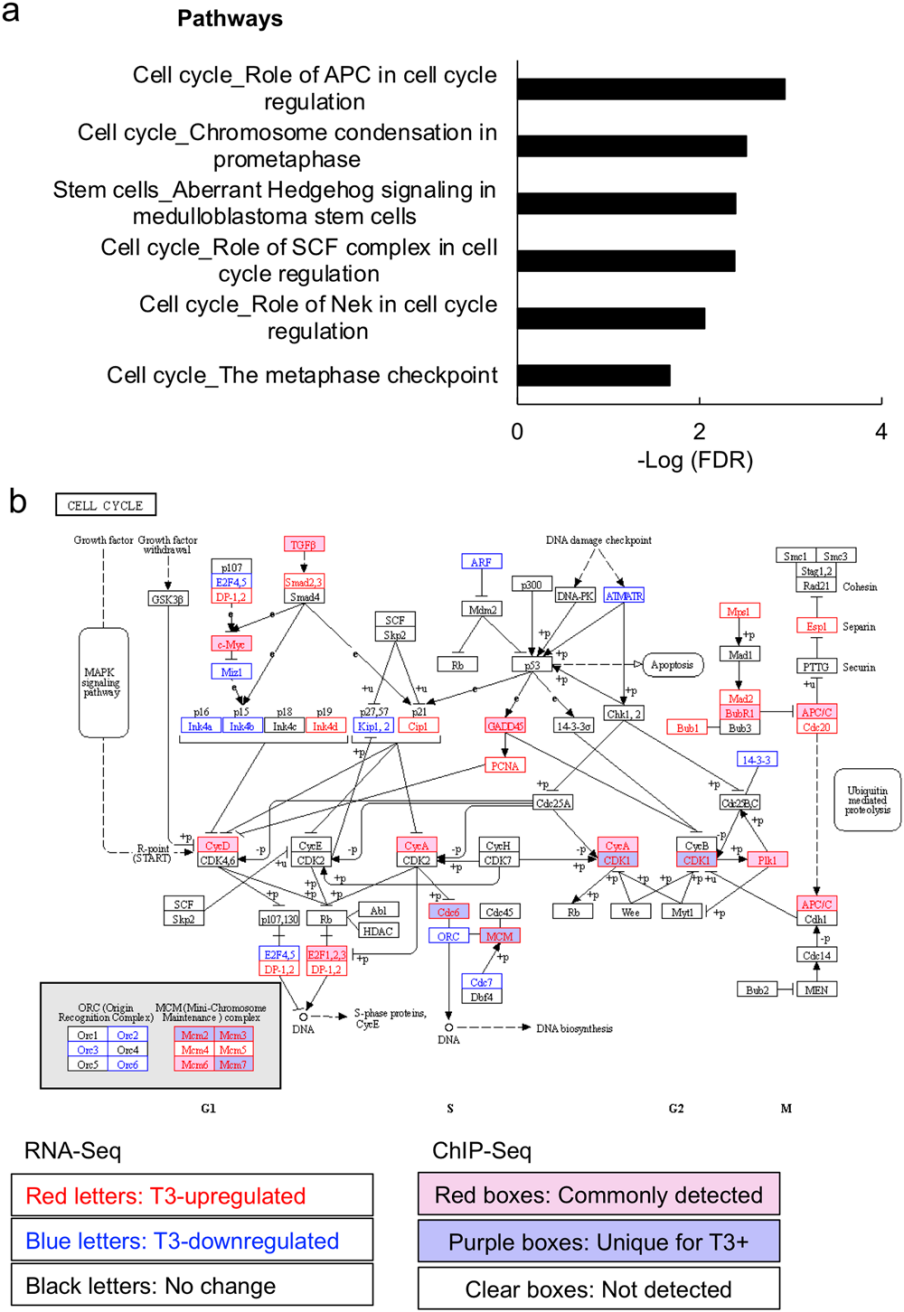
TRα-dependent enrichment of cell cycle pathways among genes bound by TR in the wild-type intestine. **a** Top 10 cell cycle pathways differentially enriched among genes bound by TR in wild-type intestine. The pathways that were enriched among genes bound by TR in the wild-type intestine (Supplementary Data 6) were subtracted by the pathways that were enriched among genes bound by TR in TRα^−/−^ intestine (Supplementary Data 12) to obtain the pathways only enriched in the wild-type intestine (Supplementary Data 14). The most significant 10 cell cycle-related pathways were plotted here (see Supplementary Data 20 for raw data). **b** TR-binding and regulation of genes in the pathway for cell cycle based on ChIP-Seq and RNA-Seq data. The pathway for cell cycle was visualized with regard to genes regulated by T3 based on RNA-Seq and/or bound by TR based on ChIP-Seq. The arrows show functional interaction: green for activation. Letters in red and blue indicate upregulated and downregulated genes, respectively, in wild-type intestine after T3 treatment. Letters in black indicate genes with no change in wild-type intestine after T3 treatment. Red boxes indicate ChIP-Seq detected genes both with and without T3 treatment, and purple boxes indicate genes identified by ChIP-Seq only in wild type with T3 treatment. Note that Cyclin A and CDK1 were among the genes directly bound by TR and upregulated by T3.

### T3-induced activation of cell cycle program is important for larval epithelial cell death during intestinal metamorphosis

To investigate the potentially surprising role of cell cycle program during intestinal metamorphosis, we focused on signaling pathways involving CDK1 by using a well-characterized inhibitor for CKD1, JNJ-7706621, to treat tadpoles in the presence of T3 (Fig. 7a). Thus, premetamorphic wild-type tadpoles at stage 54 were treated with or without T3 to induced precocious metamorphosis in the presence or absence of JNJ-7706621. We found that tadpoles treated with both T3 and JNJ-7706621 died after 3 days of treatment and therefore analyzed the animals after 2 days of treatment. As expected, after 2 days of T3 treatment, intestinal metamorphosis was initiated as reflected by the reduction in the length of the intestine (Fig. 7b). Furthermore, staining the intestinal cross-sections with methyl green pyronin Y for tissue morphology and TUNEL labeling for apoptosis revealed T3-induced epithelial folding and larval epithelial cell death (Fig. 7c, d) after 2 days of T3 treatment. Importantly, all these T3-induced changes were inhibited by JNJ-7706621, indicating that CDK1-dependent cell cycle program is important for T3-induced larval epithelial cell death.

**Fig. 7:**
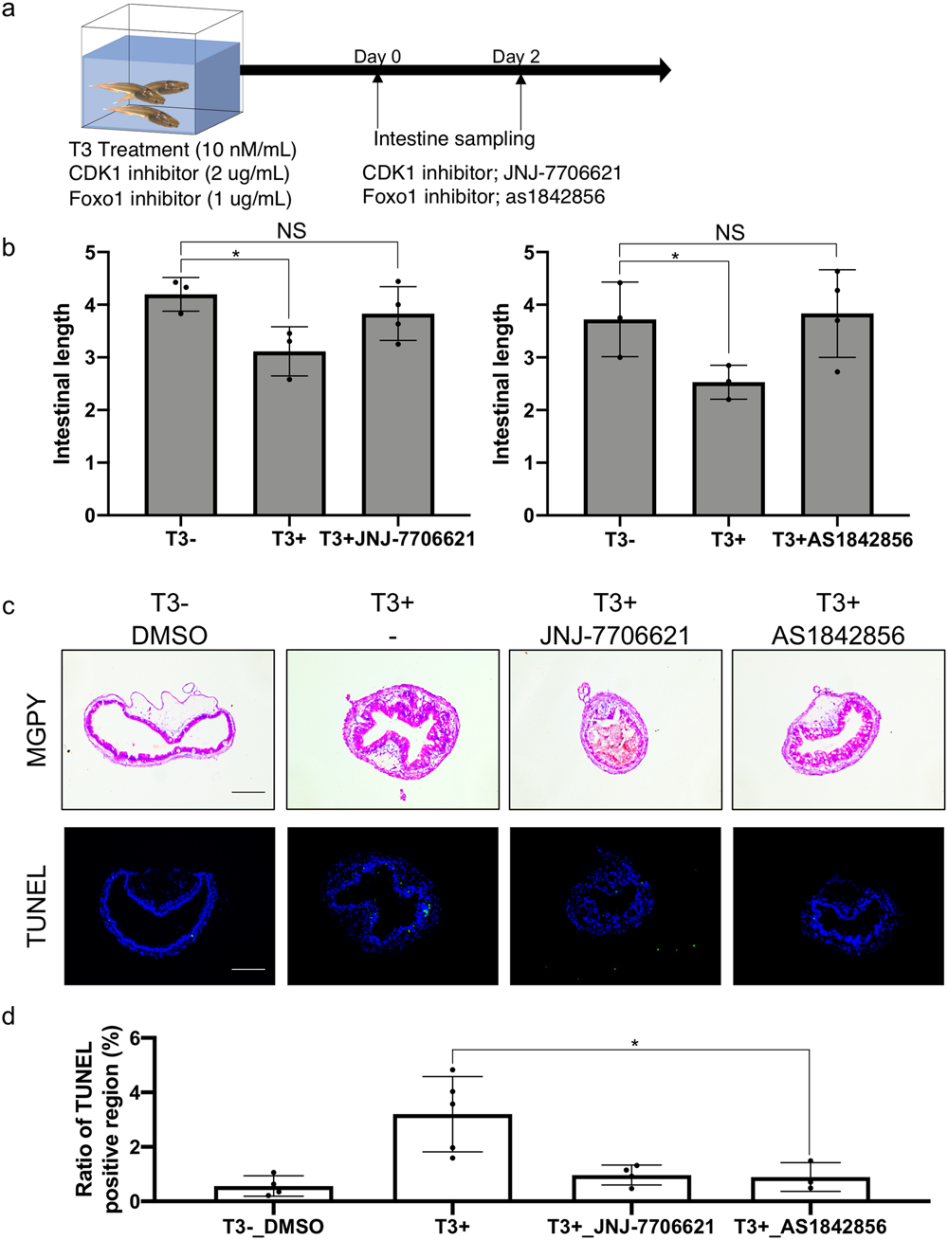
Inhibiting CDK1 signaling blocks intestinal remodeling during T3-induced metamorphosis. **a** Experimental design for treatment with CDK1 and Foxo1 inhibitors. Wild-type tadpoles at stage 54 were treated with 2 μg/ml of CDK1 inhibitor JNJ-7706621 or 1 μg/ml of phosphorylation inhibitor of Foxo1 as1842856 for 2 days in the presence and absence of T3. Most of tadpoles treated with the inhibitors in the presence of T3 died at 3 days. Thus, intestinal remodeling was analyzed after 2 days of T3 treatment. **b** JNJ-7706621 and as1842856 inhibits T3-induced shortening of the intestine. Tadpoles at stage 54 were treated with or without 10 nM T3 for 2 days in the presence or absence of indicated inhibitor. Intestinal length was measured from bile duct junction to colon and normalized against body length. Each group included more than 4 tadpoles. Each bar represents the mean plus S.E. The asterisk (*) indicates a significant difference between the T3 treated tadpoles and control animals (*P* < 0.05) (see Supplementary Data 21 for raw data). **c** T3-induced intestinal morphological changes (epithelial folding) and apoptosis in the intestinal epithelium were inhibited by JNJ-7706621 and as1842856. Tadpoles were treated as above. Cross-sections of the intestine were stained with MGPY, which stains DNA blue and RNA red (top), and apoptotic cells were detected by TUNEL staining (bottom). TUNEL positive cells were stained green and nuclei were stained by Hoechst 33342 (blue). Bar indicates 20 μm (see Supplementary Data 21 for raw data). **d** Quantification of the apoptotic cells in **c**. TUNEL positive epithelium region was measured by using ImageJ software and normalized against the total epithelium region as determined by DAPI staining (see Supplementary Data 22 for raw data).

To further test the role of the CDK1-dependent cell cycle pathway, we analyzed the role of Forkhead Box O1 (FOXO1), which has been shown to have a direct link downstream of CDK1 and is involved in cell death, repair of DNA damage and tumor suppression^24,25^. Thus, we also used a FOXO1 inhibitor, as1842856^26,27^ to investigate if FOXO1 is required for T3-induced intestinal remodeling. The results showed that like JNJ-7706621, as1842856 treatment also led to animal death after 3 days and more importantly, inhibited all T3-induced changes in the intestine after 2 days of treatment. Thus, T3-induced activation of cell cycle program is an important early step in intestinal metamorphosis.

## Discussion

Molecular and genetic studies, especially recent analyses with knockout animals, have demonstrated important roles of TRs in mediating the effects of T3 during *Xenopus* metamorphosis, a model for understanding the mechanisms of mammalian postembryonic development. The identification of TR target genes is thus critically important. Our studies here represent the first ChIP-Seq analysis for TR target genes during amphibian metamorphosis and demonstrate that many GO terms and biological pathways enriched among TR-bound genes are consistent with larval epithelial cell death and adult stem cell development and proliferation as the major cellular changes during intestinal remodeling. More importantly and surprisingly, we have found the GO terms and biological pathways related to cell cycle/proliferation are also enriched among the TR-bound genes, suggesting an important early role of cell cycle activation in T3-induced larval epithelial cell death, the first major cellular changes during intestinal metamorphosis. Consistently, we have demonstrated experimentally that inhibiting cell cycle blocks T3-induced intestinal epithelial cell death and morphological changes.

Our ChIP-Seq analyses showed that interestingly, most of the genes detected by ChIP-Seq with a polyclonal TR-antibody recognizing both TRα and TRβ were common in the wild-type and TRα^−/−^ intestine with or without T3 treatment (Figs. 1 and 4, Supplementary Data 10). These results support the idea that TRs constitutively bind to TREs in chromatin and that most TR target genes are bound by both TRα and TRβ (as only TRβ is present in TRα^−/−^ intestine)^28^. 

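In wild-type intestine, 414 regions had a peak in all 3 T3 libraries and in none of the 3 control libraries, and 126 regions the reverse. In TRα−/− intestine these numbers were 96 and 329. Over both genotypes, 4 regions had a peak in all 6 T3 and no control library, and 2 regions in all 6 control and no T3 library. The number of regions with a peak in all 3 replicates was 1.45 times as high with T3 as without T3 in wild-type intestine and 1.43 times as high when the same number of strongest peaks from each library was used. In TRα−/− intestine the ratio was 0.828 with all peaks and 1.04 with the strongest peaks. The background level was 0.265 ± 0.169 (SD, n = 3) in wild-type control and 0.479 ± 0.21 in wild-type T3 libraries, so that treatment and depth were not separated. In control replicates 2 and 3, with background levels of 0.279 and 0.426, and T3 replicates 1 and 2, with background levels of 0.252 and 0.523, 15767 regions had a peak in both control libraries and 14532 in both T3 libraries. These control libraries had more peaks, 44694 and 63333 against 34933 and 40863, so the match does not separate depth from peak number. The other pairs of control libraries gave 9885 and 11175 regions, and the other pairs of T3 libraries 14840 and 18427.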

On the other hand, there were more genes bound by TR in T3-treated wild-type intestine than the intestine without T3 treatment, consistent with increased TR binding to target genes in the presence of T3 (e.g., Supplementary Fig. 1)^29^ and thus genes with lower affinity TREs could be detected in the presence of T3 but not in the absence of T3. In addition, it is known that TR binding to some known TR target genes is reduced in TRα^−/−^ animals compared to wild-type ones (e.g., Supplementary Fig. 1)^18^, and ligand binding may stabilize the DNA binding by TR-RXR^30^. Since it is impossible for quantitative comparison between wild-type and TRα^−/−^ intestine by using our current ChIP-Seq protocol, it is possible that some TR target genes common between the wild-type and TRα^−/−^ intestine may have lower levels of TR binding in the TRα^−/−^ intestine.

Comparison of our current ChIP-Seq data with the earlier RNA-Seq data^19^ showed that 19% of the TR-bound genes were upregulated by T3 in the intestine within 18 h of T3 treatment, the same condition used for our ChIP-Seq analysis. In addition, 9% of the TR-bound genes were downregulated by T3. It is worth noting that some TR-bound genes may require longer T3 treatment time, be regulated by T3 in a tissue-specific manner, or have relatively small change in gene expression. Thus, the observation that 28% (19% upregulated plus 9% downregulated) of the TR-bound genes was upregulated by T3 treatment in the intestine provides independent support that the TR-bound genes found here are true TR target genes. Conversely, we also found that 36% of T3-upregulated genes discovered by RNA-Seq analysis were among the genes bound by TR from the current study. It is worth pointing out that one might expect even higher levels of overlaps if not because of the following factors. First, genes that are indirectly regulated by T3 will not have TREs but can also be identified by RNA-Seq analysis. Second, some TRE-containing genes may be regulated by T3 only at specific time points transiently or much later, requiring some proteins to be made or degraded first. Since the RNA-Seq analysis was done for only one time point, it would miss such genes. Thus, the observed overlaps between the genes found by ChIP-Seq and RNA-Seq indicate that many genes regulated by T3 during the early stages of intestinal remodeling are, not surprisingly, directly TR target genes.

Our bioinformatics analyses of the TR-bound genes showed that for both wild-type and TRα^−/−^ intestine, many tissue remodeling-related GO terms and biological pathways were, as expected, highly enriched among the genes bound by TR. Given the two of the major early events during intestinal metamorphosis are larval epithelial cell death and de novo formation of adult epithelial stem cells, which subsequently proliferate and differentiate to form the adult epithelium by the end of the metamorphosis^5,31^, it is satisfactory to find that many GO terms and biological pathways related to apoptosis/cell death and stem cells were highly enriched among the genes bound by TR in both wild-type and TRα^−/−^ intestine (note that TRα^−/−^ tadpoles do complete metamorphosis, although with some delay in intestinal remodeling^11,18^).

Interestingly, many cell cycle and cell proliferation-related GO terms and pathways were highly enriched among genes bound by TR in premetamorphic intestine with and/or without 18 h T3 treatment. This is surprisingly since major cell proliferation, i.e., the massive proliferation of the adult epithelial cells, takes place following de novo formation of the stem cells and after larval cell death is largely complete^22^. During T3-induced metamorphosis, intestinal epithelial cell death peaks after 2 days of T3 treatment and significant cell proliferation occurs only after 3 days of T3 treatment^19^. These findings suggest that the activation of cell cycle and proliferation pathways is an early event important for larval cell death. Further support for this came from comparisons between the wild-type and TRα^−/−^ intestine. First, there were many more cell cycle/proliferation-related GO terms and pathways enriched among TR-bound genes in the wild-type intestine (Supplementary Data 5, 6) than those enriched among TR-bound genes in the TRα^−/−^ intestine (Supplementary Data 11, 12) (see those present only in the wild-type intestine in Supplementary Data 13, 14). Second, TRα knockout dramatically inhibited T3-induced larval epithelial cell death and adult epithelial cell proliferation in the intestine^19^, suggesting that TRα-dependent activation of the cell cycle/proliferation program is, surprisingly, important for larval epithelial cell death in addition to its likely involvement in subsequent adult epithelial stem cells proliferation.

Our studies with an inhibitor of CDK1, an important cell cycle protein, and an inhibitor of FOXO-1, a protein downstream of CDK1 and implicated to play a role in cell death^24,32^ provided direct evidence to support a critical role of cell cycle activation in T3-induced larval epithelial cell death and the shortening of the intestine, which is likely due to larval epithelial cell death and intestinal contraction to ensure full coverage of the luminal surface of the intestine by the epithelium during intestinal remodeling. While our finding on a critical role of cell cycle activation in a large-scale cell death process is novel, especially with regard to vertebrate development, it is not unprecedented. One of the best-known transcription factor and cell cycle regulator is the oncogene c-Myc, which generally activates gene transcription to induce cell proliferation^33^. Interestingly, c-Myc overexpression in certain cell types, such as T-cells, can also induce cell death^34–43^. Thus, it is likely that over activation of cell cycle program in certain cell types may result in cell death. In this regard, it is worth noting that the larval epithelial cells in the tadpole intestine are differentiated yet mitotically active^5^. It is likely that T3 induces the cell cycle/proliferation pathways in the larval epithelial cells to facilitate their fate determination during intestinal remodeling: death via apoptosis or dedifferentiation to become adult stem cells. Thus, activation of the cell cycle/proliferation pathways in the larval epithelium may function as an important early step for both major changes, degeneration of the larval epithelium and formation of the adult epithelium, during T3-dependent intestinal metamorphosis.

T3 is not only important for amphibian metamorphosis but also critical for postembryonic development in mammals, a period around birth in human when many organs/tissues mature into their adult state. Identification and characterization of TR target genes in development is thus an important step toward understanding how T3 regulates vertebrate development. ChIP-Seq analyses have previously been carried out on cultured mouse cells and adult liver to identify many candidate TR target genes and corresponding biological pathways^44–46^. The lack of a properly assembled genome had made it difficult to perform ChIP-Seq analysis for genome-wide studies in frogs^47,48^. Our studies here represents the first genome-wide identification of TR target genes during vertebrate development, due in part to recent improvement in *Xenopus* genome sequence and annotation^49^. It is worth pointing out that most of the TR-binding peaks were in the intergenic regions but may have regulatory function through long range chromatin interactions. Unfortunately, they cannot be assigned to specific genes without chromosome interaction analysis. In any case, given the similarity and conservation between anuran metamorphosis and mammalian postembryonic development, it would be interesting to test in the future if similar GO terms and biological pathways are targeted by TR during mammalian development or in other *Xenopus* organs/tissues as we found here for the intestinal remodeling. Of particular interest is whether the regulation of cell cycle pathways is a common feature in the regulation of cell fate determination by T3 during vertebrate development and whether TRα and TRβ play similar roles in this.

## Methods

### Animals

All *Xenopus tropicalis* experiments were approved by the Animal Use and Care Committee of Eunice Kennedy Shriver National Institute of Child Health and Human Development (NICHD), U.S. National Institutes of Health (NIH). Adult *Xenopus tropicalis* were purchased from NASCO (Fort Atkinson, WI, USA). Embryos were reared in 0.1 M Marc’s modified Ringers (MMR) in petri dish for 1 day at 25 °C, and then transferred to an 800 mL beaker for 3 days. 4 days after fertilization, embryos were transferred into large volume (9-L) containers in a circulating system on a 12-h light/dark cycle. Tadpoles were staged according to the description for *X. laevis*^50^.

### Chromatin immunoprecipitation (ChIP) sequencing (ChIP-Seq) and ChIP PCR

Wild-type and knockout tadpoles at stage 54 were obtained as before^19^. Tadpoles were treated with 10 nM T3 for 0 (control) or 18 h. The intestine was then isolated from these animals and flushed with 0.7× phosphate-buffered saline for chromatin isolation as before^51^. Intestines were placed in 1 ml of nuclei extraction buffer (0.5% Triton X-100, 10 mM Tris-HCl, pH 7.5, 3 mM CaCl2, 0.25 M sucrose, with the protease inhibitor tablet (Roche Applied Science, Complete, Mini, EDTA-free), 0.1 mM dithiothreitol in Dounce homogenizers on ice and crushed with 15–20 strokes by using pestle A (DWK Life Sciences (Kimble)). The homogenate was fixed in 1% formaldehyde with rotation at room temperature for 20 min, and the fixation was stopped with 0.1 M Tris-HCl, pH 9.5. The homogenate was centrifuged at 2000 × *g* at 4 °C for 2 min, and the pellet was resuspended in 1 ml of nuclei extraction buffer and re-homogenized in Dounce homogenizers with 10–15 strokes using pestle B. Then the homogenate was filtered through a Falcon 70-μm cell strainer and centrifuged at 2000 × *g* at 4 °C for 2 min. The pellet was resuspended in 200 μl of SDS lysis buffer (Merck Millipore Bioscience, MO, USA) on ice, sonicated by using the Bioruptor UCD-200 (Diagenode, Sparta). The output selector switch was set on High (H), and sonication was for 1 h. The samples were centrifuged at 16,000 × *g* for 10 min at 4 °C. The chromatin in the supernatant was quantitated and frozen in aliquots at −80 °C. The DNA concentration of the chromatin was adjusted to 100 ng/μl by using the SDS lysis buffer, and then diluted to 10 ng/μl with ChIP dilution buffer (Merck Millipore Bioscience). After preclearing with salmon sperm DNA/protein A-agarose (Merck Millipore Bioscience), input samples were taken, and 500 μl of each chromatin sample was added to 1.5 ml tubes with anti-TRβ antibody and salmon sperm DNA/protein A-agarose beads and incubated with rotation for 4 h at 4 °C. After incubation, the beads were washed with 1 ml of ChIP Buffer I (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM HEPES, pH 7.5, 150 mM NaCl), Buffer II (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM HEPES, pH 7.5, 500 mM NaCl), Buffer III (0.25 M LiCl, 0.5% Nonidet P-40, 0.5% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0), and TE (10 mM Tris-HCl, pH 8.1, 1 mM EDTA, pH 8.0) in succession. After the last wash, 100 μl of elution buffer (0.5% SDS, 0.1 M NaHCO3 (Sigma), 25 μg/ml proteinase K (Roche Applied Science) was added to the samples and input controls and the resulting mixture was rotated at 65 °C for 12 h. The ChIP DNA was purified by using the QIA-quick PCR purification kit (Qiagen) and eluted with 40 μl of EB buffer (Qiagen, 10 mM Tris-HCl, pH 8.5). Samples were analyzed by qPCR with a taqman probe against TRβ TRE region as describe before^48^. For high-throughput ChIP-Seq (Molecular Genomics Core, NICHD, NIH), libraries were prepared by DNA SMART™ ChIP-Seq kit (Clontech/Takara Bio Co., CA, USA) according to the manufacturer’s protocol. The ChIP-Seq libraries were sequenced on the Illumina HiSeq 2500 platform, and three technical replicates were done for each sample. These raw read datasets for all ChIP-seq samples are available under Gene Expression Omnibus (GEO) accession number GSM4913228 to GSM4913239. ChIP-PCR was performed as described previously using primers as shown in the Supplementary Data 16 and 17^51^.

### ChIP-Seq data processing

Raw sequencing data in FASTQ format were aligned to *X. tropicalis* genome assemblies (Ensembl *Xenopus*_*tropicalis*.JGI_4.2 and Xenbase v9.1) with Bowtie2 software (version 2-2.3.4.1) and redundant reads were removed from final bam files with samtools software (version 1.9). Peak enrichments were detected with MACS2 software (version 2.1.1.20160309) by using the predicated fragment sizes of 52–122 bp set by default and *q* value cutoff of 0.05 for each single bam file without control, and a peak was assigned to a gene if it was mapped on to the coding region (including the introns) and/or 5 kb upstream or downstream of the cording region. Called peaks were mapped to genes in *Xenopus*_*tropicalis*.JGI_4.2.90.gff3 annotation with customer R scripts. This allowed us to identify TR-bound genes, i.e., genes with TR-binding peaks mapped on to the coding region (including the introns) and/or 5 kb upstream or downstream of the cording region. The false discovery rate (FDR) cutoff for peak calling was 0.05 for both ChIP-Seq and RNA-Seq analysis. To study the potential biological significance of the changes observed in the ChIP-Seq data, we performed pathway and gene ontology (GO) analyses with MetaCore software (GeneGo Inc., CA, USA), and used the KEGG Pathway database for visualization.

### Tadpole treatment with CDK inhibitor and foxo1 phosphorylation inhibitor

Tadpoles at stage 54 were treated with either JNJ-7706621 (150 μg/150 mL water, AdooQ BioScience, CA, USA) or as1842856 (75 μg/150 mL water, AdooQ BioScience) during T3 induced metamorphosis. The water was changed every day, and T3 and inhibitors were added to each beaker. After 2 days of T3 treatment, tadpoles were euthanized and the intestine were fixed in 4% paraformaldehyde. Paraffin sections were stained with methyl green pyronin Y solution. Apoptotic cells in intestinal epithelium was detected by using Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay with Click-iT ® Plus TUNEL Assay kit (Life Technologies, Inc., CA, USA).

### Statistical analysis

Statistical analyses were performed by using the Prism 8 statistics software (GraphPad Software Inc., San Diego, CA) and Statcel computer software (OMS, Ltd., Saitama, Japan). Data were expressed as the mean ± SEM where applicable. *P* values were determined using Student’s *t*-tests or Mann–Whitney *U*-tests. Differences with *P* values of less than 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary data

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and Supplementary information and Supplementary data, and will be available from the corresponding author upon request. RNA-seq data were deposited at Gene Expression Omnibus (GEO), NCBI (GSM4913228 to GSM4913239).

# Supplementary material for: Thyroid hormone receptor α controls larval intestinal epithelial cell death by regulating the CDK1 pathway
**Source:** Commun Biol. 2022 Feb 7;5:112. doi: 10.1038/s42003-022-03061-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Data Files

**File name:** Supplementary data

**Description:**

Supplementary Data 1. 

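Supplementary Data 1 has a line for each region in which peaks of the replicates met. Its columns give the sequence, the start and end of the region, the summit positions of the peaks, and their pileups, −log10 p-values, fold enrichments and −log10 q-values as MACS2 reports them. A column counts the samples, and the last columns give a gene symbol and a distance, with no symbol where a peak was not assigned to a gene. Positions are on scaffolds, while the deposited peak lists give chromosomes of Xenbase v9.1, so that positions in the table and in the lists cannot be set side by side.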

ChIP-Seq data of wild-type intestine without T3 treatment  
Supplementary Data 2. ChIP-Seq data of wild-type intestine with T3 treatment  
Supplementary Data 3. List of genes bound by TR in wild-type intestine  
Supplementary Data 4. Counts and positions of ChIP-Seq Peaks present in all 3 replicates of the indicated sample  
Supplementary Data 5. List of GO terms enriched in genes with TR-binding detected in wild-type intestine  
Supplementary Data 6. List of pathways enriched in genes with TR-binding detected in wild-type intestine  
Supplementary Data 7. ChIP-Seq data of TR $\alpha$ <sup>-/-</sup> intestine without T3 treatment  
Supplementary Data 8. ChIP-Seq data of TR $\alpha$ <sup>-/-</sup> intestine with T3 treatment  
Supplementary Data 9. List of genes bound by TR in TR $\alpha$ <sup>-/-</sup> intestine  
Supplementary Data 10. Summary of genes with TR-binding regions  
Supplementary Data 11. List of GO terms enriched in genes with TR-binding detected in TR $\alpha$  (-/-) intestine  
Supplementary Data 12. List of pathways enriched in genes with TR-binding detected in TR $\alpha$  (-/-) intestine  
Supplementary Data 13. List of GO terms enriched among TR-bound genes in wild-type but not TR $\alpha$  (-/-) intestine  
Supplementary Data 14. List of pathways enriched among TR-bound genes in wild-type but not TR $\alpha$  (-/-) intestine  
Supplementary Data 15. List of TR-bound and T3 up-regulated genes in the "cell cycle" pathway  
Supplementary Data 16. Primers and probes used for TaqMan-FAM based real time PCR  
Supplementary Data 17. Primers used for ChIP-PCR  
Supplementary Data 18. Figure 2a\_Raw data. List of GO terms enriched in genes with TR-binding detected in wild-type intestine  
Supplementary Data 19. Figure 2b\_Raw data. List of pathways enriched in genes with TR-binding detected in wild-type intestine  
Supplementary Data 20. Figure 6a\_Raw data. List of pathways enriched among TR-bound genes in wild-type but not TR $\alpha$  (-/-) intestine  
Supplementary Data 21. Figure 7b-c\_Raw data. Body and Intestinal length after 2 days of T3 treatment  
Supplementary Data 22. Figure 7d\_Raw data. TUNEL positive area in the intestine after 2 days of T3 treatment

How the deposited data were processed for this re-analysis (not part of the article)

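TR ChIP-Seq libraries of tadpole intestine were analysed, 3 technical replicates of 1 ChIP DNA sample for each of 4 conditions: wild-type or TRα−/−, with or without 18 h in 10 nM T3. Replicate numbers come from the sample labels, and the replicate block pairs libraries by these numbers.

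The authors aligned the reads to the Xenbase v9.1 assembly with Bowtie2, removed redundant reads with samtools, and called peaks with MACS2 on each library by itself without a control library. For each peak the authors deposited its position and width in base pairs, the pileup signal at the summit in fragments, not scaled to library size, the fold enrichment as a ratio of pileup to local background, the −log10 p-value and the −log10 q-value. Every peak in the deposited lists had a q-value under 0.05. The authors also attached the nearest annotated features to each peak, so that a peak can take several lines. These lines were reduced to 1 per peak. Ranks within a library are by −log10 p. The pileup and fold enrichment were used only to recover the background level of each library, the lowest value of (pileup + 1) divided by fold enrichment, minus 1.

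Peaks of a condition that overlapped by at least 1 bp were joined, and a region was kept when it held a peak of all 3 replicates. The extent of a gene runs from the lowest to the highest position of its annotated features in the 12 lists. A full gene feature was listed for 69.3% of the 19768 genes, and the other extents may be shorter than the gene. A gene was TR-bound when a region overlapped its extent or the 5 kb on either side, and a region was intergenic when it overlapped none of these. Gene names are those of the lists. The reference gene table, on assembly UCB_Xtro_10.0, lists 89.6% of the genes by the same gene ID and was used for names alone, without its coordinates. Genes were chosen for naming by a rule set before the data were examined: each gene that the paper's ChIP-Seq text or the coloured boxes of Fig. 3 and Fig. 6b name, and the 5 regions with the best median rank among regions with a peak in all 12 libraries. Of these genes, muc3a, tgfb3, ccnd3, e2f2, cdc6, mcm7, anapc4, anapc13, cdc26, gli2 and gsk3b are not named in the lists. The region counts for TRα−/− T3 against control libraries and the regions among the 100 strongest peaks of a condition that another condition lacks were chosen after the values were seen.

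The number of peaks per library was compared with exact permutation tests (two-sided, smallest p 0.1 for 3 libraries against 3) and, with the replicate number as a block, exact sign-flip permutation tests (smallest p 0.25). Overlaps of gene sets and gene lists were compared with Fisher's exact test, two-sided, against the genes named in the lists (for gene lists, the 13837 genes with a symbol of their own). Cell cycle and hedgehog lists were read from the maps of Fig. 6b and Fig. 3, with the names of boxes written out as gene symbols, and the cell cycle list was also compared with 10000 random lists matched on gene length in 20 bins. Genes near each other or bound by the same region are not independent, so the p-values of Fisher's exact test describe the lists. Python 3.11.15 was used with numpy, pandas and scipy. On simulated peaks, the joining step recovered 2000 of 2000 regions planted in all 3 libraries, and the bound-gene step recovered 500 of 500 genes. Of 100 simulated lists of long genes without an effect, Fisher's exact test alone called 100 and the comparison with length-matched lists called 8. The length-matched comparison recovered 90 of 100 lists with an effect. These were lists of long genes with exact lengths and a strong planted effect. The share recovered is therefore not the power of the test of the cell cycle list.

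The alternatives, also set before the data were examined, were a −log10 q of at least 5, the same number of strongest peaks (17414) in each library, an overlap of at least 50% of both peaks, a peak in at least 2 of 3 replicates, each replicate left out in turn, gene bodies alone, genes with a symbol of their own alone, and the replicate block. Chosen after the data were seen were bound genes restricted to the nearest genes named in the lists, and a background of 15568 protein-coding reference genes for the gene lists. The lists hold no read totals, so the depth of each library and the precision it gives are unknown, and values could not be scaled to reads. Motif searches and repeat masking were not run because no genome sequence of the assembly was at hand. GO and pathway enrichment, the RNA-Seq comparison and ChIP-PCR were not analysed here.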

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

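Of the tests in this part, the comparison of weaker wild-type regions was chosen before its value was seen, and the others were chosen only after the result was seen. The regions were picked out because they are among the 100 strongest peaks in all 3 libraries of a condition while another condition has no peak there in any library, and the paper does not discuss them. Ranks are within each library's list.

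The region on chromosome 1 from 71652842 to 71653056, 215 bp wide, had a median rank of 3 in wild-type control libraries and ranks of 7, 8 and 9 in wild-type T3 libraries. It had no peak in the TRα−/− T3 libraries and a peak of rank 1548 in TRα−/− control replicate 2 alone. The region inside pdia4 on chromosome 6, from 82790518 to 82790772, had a median rank of 20 in wild-type control libraries and no peak in TRα−/− control libraries, with ranks of 1088, 1458 and 865 in TRα−/− T3 libraries. The region inside lrfn2 on chromosome 5, from 1060187 to 1061079, had a median rank of 27 in wild-type control libraries, no peak in TRα−/− control libraries and a peak in 2 of the 3 TRα−/− T3 libraries. The regions inside herc2 and gpsm1 on chromosome 2, from 111067107 to 111067317 and from 81772483 to 81773165, had median ranks of 55 and 56 in wild-type control libraries and no peak in a TRα−/− library. The region 4180 bp downstream of ccdc13 on chromosome 6, from 2555252 to 2555710, had a median rank of 67 and no peak in a TRα−/− library.

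Of these wild-type regions, 5 had no peak in any TRα−/− control library. An event that gave a peak in the wild-type control sample alone is not borne out. Of the 5 regions, 100% also had a peak in all 3 wild-type T3 libraries, which come from another ChIP DNA sample. The ranks there were weaker: 415, 365 and 398 for gpsm1, 318, 287 and 319 for herc2, and 459, 254 and 325 for ccdc13. They were 283, 113 and 129 for lrfn2 and 50, 26 and 41 for pdia4. Only the pdia4 region was thus among the 100 strongest peaks in both samples. An event that raised the strength of the others in the control sample was not tested. An event in the TRα−/− control sample alone was not tested and remains open for the pdia4 region, which had a peak in all 9 libraries of the 3 other conditions, and for the lrfn2 region, which had a peak in 8 of these 9. Most of the evidence goes against too few peaks called in the TRα−/− control libraries: of 815 weaker wild-type control regions, outside the 100 strongest and down to a median rank of 1000, 93.4% had a peak in all 3 TRα−/− control libraries, a share just short of the limit that would have ruled it out. The TRα−/− control libraries also hold at least 38961 peaks each, more than the 34644 of wild-type control replicate 1, which has all 5 regions. A strain variant against the reference could also remove a region from the TRα−/− tadpoles. No peak was found in any TRα−/− T3 library for 60% of the 5 regions, those of herc2, gpsm1 and ccdc13, and a loss of TR binding without TRα would look the same. The pdia4 and lrfn2 regions had peaks in TRα−/− T3 libraries. A small admixture of wild-type chromatin in that sample is not excluded and could give such weak peaks. Without it, these peaks go against a variant and against a complete loss of binding without TRα at these 2 regions. For the herc2, gpsm1 and ccdc13 regions the pattern cannot be told apart from a strain variant, and dependence of binding on TRα remains a hypothesis.

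The region inside gabarapl1 on chromosome 7, from 10496285 to 10496469, 185 bp wide, went the other way. It had a median rank of 11 in the TRα−/− T3 libraries, no peak in the wild-type libraries, and a peak of rank 4810 in TRα−/− control replicate 1. The number of other conditions with a peak there in all 3 libraries was 0. The region was picked out for its absence from other conditions, so this count largely restates the choice and gives no evidence for an event in a single ChIP DNA sample or for a change with T3 in TRα−/− intestine. These remain untested.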

How the results depend on the processing

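Of the alternatives in this part, the restriction to the nearest genes named in the lists and the background of reference genes were chosen after the data were seen. In 4 of 4 comparisons of the number of peaks, the replicate block kept the direction and the side of the threshold, as the direction of a mean difference must, and neither design can give a p under 0.05 with 3 libraries per group. The odds ratios of TR-bound genes common to both treatments or both genotypes lay between 38.2 and 383, too far from 1 for an alternative to change their direction or their side of the threshold. Over the alternatives, the share of control-bound genes also bound with T3 ranged from 81.1% to 91.6% in wild-type and from 62.6% to 77.8% in TRα−/− intestine, that of wild-type-bound genes also bound in TRα−/− intestine from 53.4% to 69.7%, and that of TRα−/−-bound genes also bound in wild-type intestine from 87% to 96.6%. The cause of each change below was not tested.

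With a −log10 q of at least 5, the mean number of peaks per library was 3320 higher with T3 in wild-type intestine, the reverse of the direction with all peaks, and the lowest share of peaks narrower than 500 bp was 37.7%. The regions with a peak in all 3 replicates numbered 3394 and 6765 in wild-type intestine without and with T3, and 2802 and 2680 in TRα−/− intestine. TR-bound genes numbered 1508, 2551, 1187 and 1169 in the same order. The intergenic share of wild-type regions was 45.5% without T3 and 45.8% with T3. The odds ratio of hedgehog genes reversed to 0.547 in wild-type and 0.679 in TRα−/− intestine. Without T3, 245 regions had a peak in all wild-type and no TRα−/− library.

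With the same number of strongest peaks in each library, the intergenic share of wild-type control regions was 46%, the odds ratio of hedgehog genes in wild-type intestine reversed to 0.93, and the regions with a peak in all wild-type and no TRα−/− library numbered 333 without T3 and 564 with T3.

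With an overlap of at least 50% of both peaks, 5530 wild-type and 4799 TRα−/− control regions were left. The intergenic share was 44.8% without T3 and 45.3% with T3 in wild-type intestine, and the odds ratio of hedgehog genes reversed to 0.815 in wild-type and 0.87 in TRα−/− intestine.

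With a peak in at least 2 of 3 replicates, the regions numbered 19374 and 22347 in wild-type and 14805 and 11622 in TRα−/− intestine, without and with T3, and TR-bound genes 5916, 6419, 4810 and 3761. The intergenic share was 45.5% and 45.8% in wild-type intestine, and the odds ratio of hedgehog genes in wild-type intestine rose to 2.06, past the threshold of Fisher's exact test alone (p = 0.0318, not corrected for gene length). Over the alternatives the p of this odds ratio ranged from 0.0318 to 1.

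With gene bodies alone, TR-bound genes numbered 1942 and 2573 in wild-type and 1585 and 1345 in TRα−/− intestine. The intergenic share was 61.6% and 61.3%, and the odds ratio of cell cycle genes in wild-type intestine was 0.434, past the threshold in the direction of fewer bound genes. With genes that have a symbol of their own, 1509 genes were bound in TRα−/− intestine with T3. With the nearest genes named in the lists, the odds ratio of hedgehog genes in wild-type intestine reversed to 0.977. The background of reference genes kept the direction and the side of the threshold of the 4 list tests.

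Leaving out a replicate, with a peak required in both others, gave from 9885 to 15767 wild-type control regions and from 6931 to 9085 TRα−/− T3 regions. TR-bound genes in wild-type control intestine ranged from 3509 to 5010, and the intergenic share of its regions from 45.9% to 46.2%. Regions in the T3 and not in the control libraries of wild-type intestine ranged from 1646 to 2308. Regions in the wild-type and not in the TRα−/− libraries ranged from 1718 to 3301 without T3 and from 3716 to 4835 with T3. The difference in the number of peaks between TRα−/− and wild-type control libraries ranged from −13304 to 1910 and reversed without replicate 3.

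Scaling to read totals was not run, as the lists hold no read totals. Repeats and the direct repeat element were not run, as no genome sequence was at hand, and leaving out unplaced scaffolds cannot move a result, as the lists hold chromosomes alone. A peak with a weak pileup can be missed in a shallow library, so the absence of a peak means that it was not detected at the depth of that library.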

Differences from the paper's values

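Of the values compared, the number of genes of the coloured boxes of Fig. 6b bound in TRα−/− intestine was 6 here against the paper's 2. The paper gives its number for the pathway chromosome condensation in prometaphase, citing Fig. 6b, and the genes counted here are those of the boxes coloured in that figure. With gene bodies alone the number was 2, the same as in wild-type intestine. The other alternatives set before the data were examined did not reach the paper's number: it was 4 with a −log10 q of at least 5 or an overlap of at least 50%, 8 with a peak in at least 2 of 3 replicates or without replicate 1, and 6 with the same number of strongest peaks, without replicate 2, without replicate 3, or with genes that have a symbol of their own. The other values compared lay within 1.5 times the paper's, and the statements below differ in other ways. The alternatives were set before the data were examined unless said otherwise.

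The paper states that every library had more than a given number of peaks. TRα−/− T3 replicate 1 had 17414 peaks here, fewer than the paper's number, and each of the 11 other libraries had more.

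The lists gave 8829 and 12774 regions with a peak in all replicates of wild-type intestine without and with T3, fewer than the numbers that the paper gives beside Supplementary Fig. 2. The paper's numbers lie between these and the numbers with a peak in at least 2 of 3 replicates, 19374 and 22347. Leaving out wild-type replicate 2 gave 11175 regions without T3, and leaving out replicate 1 gave 18427 with T3, the counts nearest to the paper's. The paper's 1476 genes bound in wild-type intestine alone compare with 1692 here. The paper does not define how peaks of the replicates were joined. It describes alignment to Ensembl and Xenbase assemblies without stating for each count which of them it rests on. Its methods name the annotation of the Ensembl assembly for mapping peaks to genes, and Supplementary Data 1 gives scaffolds. The lists used here are on Xenbase v9.1. A difference in assembly and annotation may therefore lie behind these gaps and behind the differences at single genes below. Its share was not tested.

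The paper states that most peaks lie between genes. The regions farther than 5 kb from each named gene were 46.5% without T3 and 46.2% with T3. With gene bodies alone the shares were 61.6% and 61.3%, and with genes that have a symbol of their own 60.2% and 59.9%. The shares without T3 and with T3 stayed under 50% with a −log10 q of at least 5, the same number of strongest peaks, an overlap of at least 50%, a peak in at least 2 of 3 replicates, or a replicate left out.

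The paper states that SHH, CDON, HIP and PTCH1 are bound with and without T3. Of these, hhip alone was TR-bound, with T3. With a peak in at least 2 of 3 replicates, shh and hhip were TR-bound with and without T3 and cdon with T3 alone. Without replicate 3, shh was TR-bound with and without T3; without replicate 2, cdon was TR-bound with T3; and without replicate 1, hhip was TR-bound with and without T3. No setting run called ptch1. Another hedgehog gene, ihh, counted here among the genes of the coloured boxes of Fig. 3, was TR-bound without and with T3 in wild-type intestine.

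Fig. 6b marks CDK1 as bound only with T3, and the paper names CDK1 and Cyclin A among the bound genes of a pathway of which few remained bound in TRα−/− intestine. The cdk1 gene was TR-bound in all 4 conditions. With a −log10 q of at least 5, or with the same number of strongest peaks, it was TR-bound with T3 and not without T3 in wild-type intestine, and it was TR-bound in TRα−/− intestine without T3 under both. Fig. 6b also marks Plk1, E2F, Mcm6 and Mcm2 as bound. None of their genes was TR-bound here, and with a peak in at least 2 of 3 replicates plk1 was TR-bound in wild-type intestine without T3 and mcm2 with T3.

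The paper reports cell cycle terms and hedgehog signaling as enriched among TR-bound genes of wild-type intestine. The odds ratios of the lists tested here were 0.832 for cell cycle and 1.02 for hedgehog genes. With a peak in at least 2 of 3 replicates the odds ratio of the hedgehog list was 2.06, past the threshold of Fisher's exact test before adjustment. That test takes no account of gene length. Among lists matched on gene length the number of bound genes lay at percentile 95 with this rule. It lay at percentile 37 with a peak in all 3 replicates and at 9.74 with a −log10 q of at least 5. This comparison is void because too few of the map's symbols are named in the lists, so whether there is an excess is left open. No alternative gave an odds ratio over 1 for the cell cycle list. The paper's GO terms and pathways were not analysed here.

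The paper names atp6v1b2 as a TR-bound gene and reports its binding from a separate ChIP-PCR assay. That assay is evidence apart from the peak lists and was not analysed here. The gene, on chromosome 3 from 118959545 to 118981433, had a peak in it or within 5 kb in 7 of the 12 libraries and no region with a peak in all 3 replicates of a condition. With a peak in at least 2 of 3 replicates, and without replicate 1, it was TR-bound in wild-type intestine with T3 and in TRα−/− intestine without T3. The lists do not name muc3a.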

Other observations

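In this part, the tests on the number of peaks called, the background level and gene length were chosen before their values were seen, and the others only after the result was seen.

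More regions had a peak in all 3 replicates with T3 than without T3 in wild-type intestine, by a ratio of 1.45. With the 17414 strongest peaks of each library the ratio was 1.43. The T3 libraries had fewer peaks on average than the control libraries, so a difference in the number of peaks called pointed away from an excess beforehand, and this ratio says little about it. A difference in background level, an index of depth that also rises with fragment size, may account for it. In control replicates 2 and 3 and T3 replicates 1 and 2, whose background levels lie closer together than those of the full groups, the ratio was 0.922. The match is rough, with levels of 0.279 and 0.426 against 0.252 and 0.523, and these libraries also differ in the number of peaks. A contribution of depth is therefore left open and not established.

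Fewer regions had a peak in all 3 replicates in TRα−/− than in wild-type intestine with T3, by a ratio of 0.469. With the 17414 strongest peaks of each library the ratio was 0.634, so that the number of peaks called accounts for part of the difference at most. The mean background level was also lower in the TRα−/− T3 libraries, 0.232 ± 0.0757 (SD, n = 3) against 0.479 ± 0.21, so depth may contribute and was not tested separately. In TRα−/− intestine the ratio of regions with T3 to those without was 0.828 with all peaks and 1.04 with the strongest peaks, which is consistent with an effect of the number of peaks called.

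Counts of regions private to a group of libraries were compared with other splits of the same 6 libraries. For wild-type T3 against control libraries (414 regions), for wild-type against TRα−/− libraries without T3 (544 regions) and with T3 (1498 regions), 1 of the 4 splits that part each same-numbered pair gave as many regions, the real one itself. For TRα−/− T3 against control libraries (96 regions), all 4 of 4 such splits did, but each other split was counted in its larger direction and the 96 regions are the smaller direction of the real split. In its larger direction, control and not T3, the real split gave 329 regions, and 1 of the 4 splits, the real one itself, gave as many. With 4 splits, a share under 0.05 cannot be reached, so the number of splits decides nothing about a grouping by chance in any of these comparisons. The largest count among the other 3 splits was 333, 447, 330 and 232 in the same order. The 6 other splits part 1 same-numbered pair and keep 2 pairs together, so they follow the replicate numbers in part. They gave up to 1078 regions for the wild-type T3 comparison, 761 and 908 for the comparisons of genotypes, and 488 for the TRα−/− T3 comparison, more than the larger direction of the real split in each comparison except that of genotypes with T3, where the 1498 regions exceeded the count of each other split.

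The TH/bZip region had a peak in all 3 TRα−/− T3 libraries and in none of the 3 TRα−/− control libraries. Too few peaks called in the TRα−/− control libraries is an unlikely explanation: of 571 equally strong or stronger regions of the TRα−/− T3 libraries, 98.8% had a peak in all 3 TRα−/− control libraries, and 1 had a peak in none. Wild-type chromatin mixed into the TRα−/− T3 sample was tested on 10 wild-type regions stronger than the TH/bZip region that the TRα−/− control libraries lack, of which 20% had a peak in all 3 TRα−/− T3 libraries and 5 had a peak in none of them. The share lies under the limit set for mixing, but the other 5 had a peak in at least 1 library, so a small admixture in the sample is not excluded. The ranks argue against it as the source of the TH/bZip peak. In TRα−/− T3 libraries the TH/bZip region had ranks of 606, 1136 and 574, against 519, 509 and 345 in wild-type T3 libraries. The pdia4 region had ranks of 1088, 1458 and 865, against 50, 26 and 41. The herc2, gpsm1 and ccdc13 regions, with wild-type control median ranks of 55, 56 and 67, had no peak in TRα−/− T3 libraries. A difference between the pooled ChIP DNA samples cannot be separated from T3, as there is 1 ChIP DNA sample per condition. Binding of TRβ to TH/bZip that depends on T3 may explain the pattern and remains a hypothesis, which cannot be told apart from a difference between samples.

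The cell cycle genes were not bound more often than other genes in wild-type intestine. Shorter genes could hide an excess. Among lists matched on gene extent the number of TR-bound genes lay at percentile 44. The extents were read from the peak lists, with a full gene feature for 69.3% of genes, so this match does not rule out gene length. Of all 264370 merged regions, 81.9% had a peak in 1 library alone.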
